# A Qualitative Modeling Approach for Whole Genome Prediction Using High-Throughput Toxicogenomics Data and Pathway-Based Validation

**DOI:** 10.3389/fphar.2018.01072

**Published:** 2018-10-02

**Authors:** Saad Haider, Michael B. Black, Bethany B. Parks, Briana Foley, Barbara A. Wetmore, Melvin E. Andersen, Rebecca A. Clewell, Kamel Mansouri, Patrick D. McMullen

**Keywords:** cellular mode-of-action, predictive toxicology, whole genome prediction, high-throughput toxicogenomics, pathway enrichment analysis

## Abstract

Efficient high-throughput transcriptomics (HTT) tools promise inexpensive, rapid assessment of possible biological consequences of human and environmental exposures to tens of thousands of chemicals in commerce. HTT systems have used relatively small sets of gene expression measurements coupled with mathematical prediction methods to estimate genome-wide gene expression and are often trained and validated using pharmaceutical compounds. It is unclear whether these training sets are suitable for general toxicity testing applications and the more diverse chemical space represented by commercial chemicals and environmental contaminants. In this work, we built predictive computational models that inferred whole genome transcriptional profiles from a smaller sample of surrogate genes. The model was trained and validated using a large scale toxicogenomics database with gene expression data from exposure to heterogeneous chemicals from a wide range of classes (the Open TG-GATEs data base). The method of predictor selection was designed to allow high fidelity gene prediction from any pre-existing gene expression data set, regardless of animal species or data measurement platform. Predictive qualitative models were developed with this TG-GATES data that contained gene expression data of human primary hepatocytes with over 941 samples covering 158 compounds. A sequential forward search-based greedy algorithm, combining different fitting approaches and machine learning techniques, was used to find an optimal set of surrogate genes that predicted differential expression changes of the remaining genome. We then used pathway enrichment of up-regulated and down-regulated genes to assess the ability of a limited gene set to determine relevant patterns of tissue response. In addition, we compared prediction performance using the surrogate genes found from our greedy algorithm (referred to as the SV2000) with the landmark genes provided by existing technologies such as L1000 (Genometry) and S1500 (Tox21), finding better predictive performance for the SV2000. The ability of these predictive algorithms to predict pathway level responses is a positive step toward incorporating mode of action (MOA) analysis into the high throughput prioritization and testing of the large number of chemicals in need of safety evaluation.

## Introduction

Gene expression changes have proven to be reasonable predictors of the dose-response for classical apical endpoints *in vivo*, i.e., the 2-year rodent bioassay (Ellinger-Ziegelbauer et al., 2008; Thomas et al., 2013). Toxicogenomic responses are also being used successfully to categorize developmental toxicants (van Dartel et al., 2010; Theunissen et al., 2011; Hermsen et al., 2012), and many approaches exist for evaluating similarities and differences in toxicogenomic responses across chemical groups (van Dartel et al., 2011). Different suites of genes that serve as transcriptional biomarkers of genotoxicity have been identified (Amundson et al., 2001; Iida et al., 2003; Dickinson et al., 2004; Ellinger-Ziegelbauer et al., 2008; Boehme et al., 2011; Li et al., 2015). Toxicology is now moving toward use of higher-throughput *in vitro* methods as a basis for screening compounds for subsequent testing and these screening analyses for transcriptomic changes are playing an increasingly prominent role in early stages of testing (Li et al., 2012; Hawliczek-Ignarski et al., 2017).

Even though the costs of full genome expression analysis technologies continue to fall, the large number of untested chemicals in commercial inventories have inspired the use of high-throughput transcriptomics (HTT) approaches for assessing gene expression changes. These technologies are based on the presence of a high degree of correlation between the expression of related genes across the genome (Eisen et al., 1998; Allocco et al., 2004; Fraser et al., 2004; Zhou and Gibson, 2004; Liang et al., 2018). Leveraging this interdependence, some HTT technologies measure the expression of relatively small subsets of “surrogate” genes and impute the balance of the genome using computational prediction models. The imputed equivalent to a whole transcriptome assay can then be used to make inferences about chemical targets using a variety of gene association techniques, followed by enrichment analyses to link gene expression profiles to known patterns of either cellular biology or of responses to chemical exposures.

One of the pioneering HTT efforts was Genometry’s L1000 platform^1^. The landmark genes used in the L1000 platform were derived using available public human gene expression data to determine genes with the most correlated expression changes across a range of cell types and chemical stressors, primarily from studies with pharmaceutical compounds. This correlation analysis yielded a set of 978 genes that were then used to computationally predict the remainder of the transcriptome (the inferred probes). The L1000 platform has been shown to be highly reproducible, and suitable for computational inference of expression levels of about 81% of non-measured transcript abundance (Subramanian et al., 2017). Results from the L1000 have been used successfully to predict molecular targets based on similarity analysis with responses to other pharmaceutical compounds (Subramanian et al., 2017). Because of the large number of chemicals in commerce or under development for commercial use that have little to no toxicity data, the promise for this type of approach in environmental science is substantial.

For toxicogenomic interpretation, L1000 data has been coupled with a novel chemical association algorithm using the Connectivity Mapping (CMAP) concept (Lamb et al., 2006). CMAP uses a large database of L1000 generated gene expression profiles derived from thousands of small molecule and genetic reagent exposures to multiple cell lines. Novel compounds can in turn be assayed on the L1000 platform and their measured gene expression used to search for non-random associations with expression signatures of tested compounds to infer commonality in function and cellular effects. While the CMAP concept was developed independently of the L1000 assay technology, the current public CMAP database has been derived from L1000 data due to the high throughput nature of the L1000 screening system^2^.

Existing full genome prediction models like the L1000 have primarily used pharmaceutical compounds as their test sets. The chemical space of commercial compounds is much larger than that of pharmaceutical compounds. It is not at all clear that any single predictive gene expression model will be equally effective across this broader landscape of chemical structures. This chemical diversity makes it difficult for the inference of specific modes of action for adverse effects. Highly adaptable or “tunable” modeling algorithms for predictive toxicogenomics that are computationally tractable and both time and cost effective would be more useful than any single, static platform.

In this study, we explored the application of gene expression prediction models to a more diverse chemical space, focusing on two primary goals. First, rather than using a fixed candidate gene set as predictors, we developed a more robust, data driven predictor selection. This process is intended to permit high fidelity gene prediction from any pre-existing gene expression data, regardless of species or platform used to generate the relative gene expression measurements. Such a data driven approach would allow for refinement of the predictor selection as new or additional data became available or could be tailored to particular exposure landscapes when existing predictors prove less than optimal. Our second goal was to use data-driven predictors set to computationally infer whole genome equivalent transcriptomic expression and then process those expression estimates qualitatively to elucidate conventional ontology enrichment results for inferring toxicogenomic mode of action (MOA). The robust data-driven predictor selection, independent of a specific gene expression technology, combined with whole transcriptome expression modeling and qualitative selection of differentially expressed genes for ontology enrichment could prove a valuable open-source approach to HTT chemical screening.

## Methods

We developed a novel set of HTT genes based on a broader suite of chemistries than previously investigated. Toward this end, we developed a qualitative approach based on classification models predicting three classes of probes: up regulated, down regulated, and unchanged. The context of selecting qualitative model over quantitative has been provided in **Supplementary Material**. This approach uses machine learning to select a set of surrogate genes using a publicly available toxicogenomics database containing gene expression changes resulting from exposure to a wide range of heterogeneous chemicals. Data resources, such as the TG-GATEs database have greatly expanded the chemical domain of transcriptomic data. The available TG-GATEs data was randomly split into a training set (75%) used to select the surrogate genes and fit the predictive model, and a test set (25%) used for model validation. The predictive performance of the resulting model was assessed based on pathway enrichment analysis comparing how major pathways were enriched using up-regulated and down-regulated genes for both the actual and predicted expression patterns. In a second step, we used the Genometry L1000 and another well-established Affymetrix whole genome toxicogenomics platform to gauge performance characteristics of the pathway enrichment approach.

### Data

For modeling purposes, we used primary human hepatocyte exposure data for 158 compounds in the Open TG-GATEs (Igarashi et al., 2015) database. Gene expression for the primary human hepatocyte exposures were run on Affymetrix HG-U133_Plus_2 microarrays, typically at three exposures (low, middle, and high), the actual values of which varied depending on the specific compound. Each exposure series used its own vehicle controls. Data were also typically sampled at 3-time points for most compounds: 2, 8, and 24 h. Gene expression in response to the 158 compounds across concentration and exposure times gave a total of 941 experimental conditions. The full listing of CEL files and samples available in Open TG-GATEs is listed in **Supplementary Material (Data Sheet 2)**.

### Selection of Surrogate Genes

Seventy-five percent of the total samples in the TG-GATEs were used for the selection of surrogate genes while the remaining 25% samples were used subsequently to validate the performance of the predictive qualitative models which used the new surrogate genes as predictors. The method of selecting a set of surrogate genes by using TG-GATEs database involved several steps and machine learning techniques (**Figure 1** and **Supplemental Figure S1**).

**FIGURE 1:**
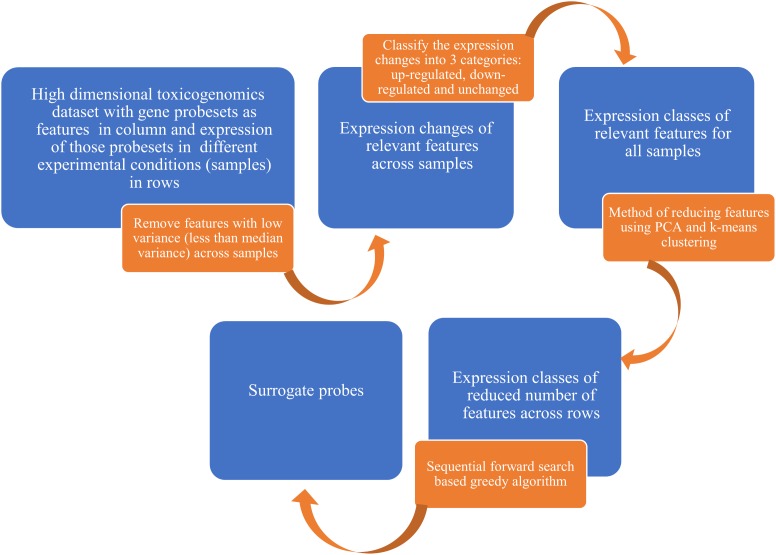
A flowchart for selecting a set of surrogate genes from largescale toxicogenomics data involving diverse training set. We started with high dimensional toxicogenomics data with gene probesets as features and exposure of those probesets in different experimental conditions as samples. After several filtering and feature selection process, we used a sequential forward search-based greedy algorithm to select the surrogate probes. See **Supplemental Figure S1** for the detailed algorithm.

### Removal of Low-Impact Genes

Genes with a very low variance of expression across different cell lines and different experimental conditions contained very limited information. To minimize the computational burden, we removed the genes which had low variance across samples from downstream analysis. The criteria to remove low variance gene expressions depended on the distribution of expression from specific dataset. We then removed any gene with a variance lower than the median variance across samples. The TG-GATEs gene expression data were then categorized using thresholds of -0.1 for down-regulation and 0.1 for up-regulation. The threshold was selected because it provides a similar proportional distribution of up-regulated, down-regulated and unchanged genes across samples for each type of chemical in the heterogeneous and diverse pool of chemicals.

### Further Reduction of Features Using Unsupervised Clustering

A combination of principal component analysis (PCA) and k-means clustering was used to cluster the relevant (other than the very low variance) features into *k* small clusters. Representative features from each cluster were used to create a set of features that serve as inputs to a greedy algorithm (GA) to select the surrogate genes. The reduced set has *k* features (see **Supplemental Figure S1**). The optimum value for *k* for the k-means clustering was found using the Elbow method (Ketchen and Shook, 1996). The Elbow method computes the distortions using incremental cluster numbers. Here, to reduce computational complexity we set the increment as 500.

### Machine Learning Methods for Selection of Surrogate Genes

A sequential forward search-based GA was used to select the list of surrogate genes (see **Figure 2**). For this, we first identified co-regulated genes that have a similar direction (but not necessarily magnitude) of response irrespective of chemical treatment. Ultimately, the genes were curated to define a subset of genes that reliably represented the full genome. The GA was coupled to three different classification modeling algorithms consisting of support vector machine (SVM) (Cristianini and Shawe-Taylor, 2000), random forest (RF) (Breiman, 2001), and artificial neural network (ANN) (Ballabio et al., 2009). Each one of these coupled methods (GA-SVM, GA-RF, and GA-ANN) was performed separately leading to three sets of selected genes. A combined set of surrogate genes was created by taking those genes that appeared in at least two out of three different coupled methods.

**FIGURE 2:**
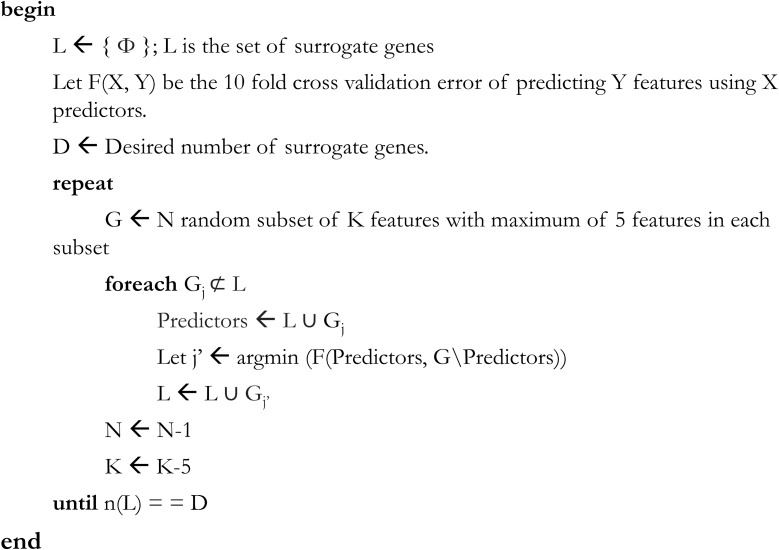
Algorithm for sequential forward search-based greedy algorithm to build set of surrogate genes. A 10-fold cross validation error of predicting Y features using X predictions was used as an objective function in each step of the greedy algorithm. The algorithm keeps building the set of surrogate genes in increment of five genes at a time until a desired number of surrogate genes are selected.

Only qualitative models (up, down, and unchanged) were used throughout the selection of surrogate genes and the evaluation of their performances. The performance of each the three sets of surrogate genes was evaluated by training a model on 30% of the samples used in GA and validated on 25% of the holdout samples (validation set). SVM, RF, and ANN methods were used to validate the performance of surrogate genes found from GA-SVM, GA-RF, and GA-ANN respectively.

The performance of the combined set of the surrogate genes was evaluated using a consensus of all three methods (SVM, RF, and ANN). Prediction of the validation set was made using the combined surrogate genes with all three qualitative models and decision on final prediction was made on majority agreement of these models. When the three models predicted three different classes, the prediction was marked as “unchanged.”

### Pathway Enrichment Analysis

Pathway enrichment analysis was used to validate predictive ability of each set of surrogate genes. Cellular responses to chemical stimulus are achieved via concerted activation of biological pathways. Various efforts to map these pathways and the suites of genes associated with particular pathways have provided the scientific community with publicly available ontology databases. Here we used these publicly available ontologies to explore whether the incorporation of biological pathway information into the gene set analysis would improve prediction of whole genome response from the HTT gene subsets. We used a visualization technique we have employed previously (Clewell et al., 2014; Deisenroth et al., 2014; McMullen et al., 2014; Black et al., 2015; Andersen et al., 2017a,b) to perform traditional hypergeometric over-representation analysis for genes identified by our models as up- or down-regulated. Reactome is a curated biochemical pathway-based cell biology ontology with descriptions that progress from broad, collective functional categories (e.g., “metabolism” or “cell signaling”) to more defined sub-collections of functionally related cellular pathways, and finally to discrete biochemical cellular process pathways^3^. Pathways enriched in a toxicogenomics experiment can be summarized using a directed acyclic graph that captures these relationships between pathways in the ontology. Intensity of the color of nodes to indicate relative significance of their enrichment, and node size captures the relative number of elements from the query gene set found among that category’s elements. Together, the enrichment analysis and subsequent visualization provided both a statistically rigorous and intuitive snapshot of the processes perturbed by the compound.

We next applied a Pathway Similarity Index (PSI) to compare performance in terms of pathway enrichment analysis. The PSI has the following criteria:

• Pathway Similarity Index (PSI) finds similarity between actual and predicted pathways using up and down regulated genes of actual and predicted data respectively.
• PSI has a numeric value ranging from 0 to 1 where the highest value represents a perfect correspondence.
• Number of common pathways and number of query elements in each common pathway determines the numeric value of PSI.
• Finding larger set of common pathway element has a higher influence on PSI value than finding the smaller set.

The details of calculation of the PSI were as follows. Let *N_c_* be the number of pathways common between actual and predicted pathway enrichment, *N* be the number of pathways in the actual enrichment. Then PSI is calculated in equation 1 as follows:

(1) $$PSI=mean\left(\frac{N_{c}}{N},\partial \right)$$

Where ∂ is calculated in equation 2 as follows:

(2) $$\partial =\frac{\Sigma_{i=1}^{N_{c}}Q_{ci}}{\Sigma_{j=1}^{N}Q_{oj}}$$

Here, *Q_ci_* is the number of query element in *i*th common pathway; and *Q_oj_* is the number of query element in *j*th pathway in the actual enrichment.

## Results

### Generation of a Novel HTT Gene Set Using Machine Learning

Our approach removed features with variance lower than the median variance across samples for each gene to reduce computational complexity (see Methods, **Figure 1** and **Supplemental Figure S1**). This step reduced the number of probes from 54,675 to 27,338. The gene expression changes were then binned into three categories (up-regulated, down-regulated and unchanged) using a threshold of -0.1 for down-regulation and 0.1 for up-regulation.

These 27,338 probes were further reduced in the next step that involved unsupervised clustering with combination of PCA and k-means algorithm. The optimum number of clusters for the k-means clustering was found to be 10,000 using Elbow method (Ketchen and Shook, 1996). The optimum *k* found here captures 75% of the total variance. A representative probe was selected (nearest to the center of each cluster) to get the desired reduction from 27,338 to 10,000. After that, the GA based on each of the three classification techniques provided a predetermined number (2,000) of surrogate genes from these 10,000. Each of these gene sets contained 2,000 genes that should reliably predict the broader transcriptomic profiles irrespective of chemical treatment. A combined set was created (referred to here as the SV2000 surrogate set consisting of 2,332 probes) that contained genes which were present in at least 2 out of 3 surrogate sets.

### Validation of Prediction Performance of Surrogate Genes Using Pathway Enrichment Analysis

Differences between expression changes of individual genes measured across different transcriptomic platforms can be reconciled by assuming a pathway approach (Guo et al., 2006). Here, we tested whether this concept extends to differences between HTT and traditional transcriptomics experiments.

**Table 1** shows the comparison of prediction performance of expression classes in response to 100 μM 2,4-dinitrophenol using surrogate genes found from our algorithm using 3 different versions of GA (GA-SVM, GA-RF, and GA-ANN). In all the 3 versions, the algorithm was stopped after selecting 2,000 surrogate genes (see **Figure 2**).

**Table 1:** Comparison of prediction performances of expression classes in response to 100 μM 2,4-dinitrophenol using three different sets of surrogate genes found by 3 versions of GA.

Classification method in GA	Number of surrogate genes used	PSI
Random forest (GA-RF)	2,000	0.8132
Support vector machine (GA-SVM)	2,000	0.7552
Artificial neural network (GA-ANN)	2,000	0.7931

**The pathway similarity index (PSI) indicates the similarity between the pathways found using actual and predicted expression classes.**

The comparison of pathway enrichment using gene expression results from the full genome vs. predicted expression classes in response to 100 μM 2,4-dinitrophenol is shown in **Figure 3** where the combined set of surrogate genes (SV2000) was used. Prediction was made using a consensus of all three qualitative models (see Methods). Thirty-eight (38) out of sixty-one (61) significantly enriched pathways were found to be common with a PSI equal to 0.86. Significantly enriched pathways with most number of query element found in ontology include development, immune response, cytoskeleton remodeling, cell cycle, transport and transcription. Pathways common between the network determined with whole genome expression data and predicted network are in green.

**FIGURE 3:**
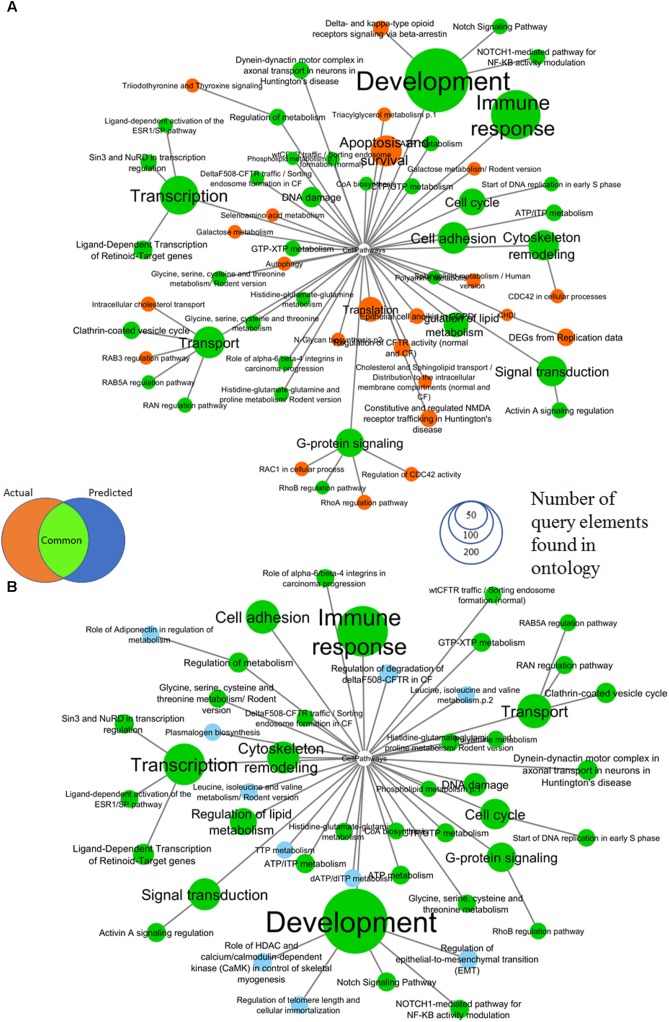
Comparison of MetaCore pathways enriched by up and down-regulated genes of **(A)** actual gene expression classes for TG-GATEs genes in response to 100 μM 2,4-dinitrophenol and **(B)** predicted gene expression using combined surrogate genes and a consensus prediction of all 3 prediction models. All colored nodes are significant at an enrichment FDR < 0.005 with a minimum of five query elements found in category elements. Ontologic enrichment of genes were performed against the public MetaCore Ontology and the enrichment was visualized. We have found that the predicted Affymetrix genes has a very similar enrichment profile as the actual gene expression. Thirty-eight (38) out of sixty-one (61) significantly enriched categories (shown in green) were common between actual and predicted gene expression classes.

PSI values for a total of 100 random samples from validation set (25% holdout samples from TG-GATEs), which has the similar distribution of use categories as the actual validation samples, were calculated and a distribution of these PSI values appears in **Figure 4**. The average of these PSI values was 0.64 with most of the values located between 0.6 and 0.8 and none of the values below 0.5.

**FIGURE 4:**
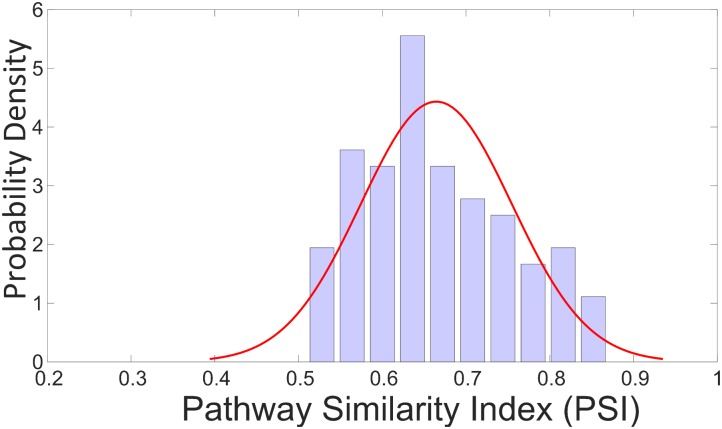
Probability distribution of PSI values for 100 random samples of validation set. The 100 samples are selected from the 25% holdout samples of TG-GATEs (validation set) keeping the distribution of categories same as original. The average of these PSI values was 0.64 with most of the values located between 0.6 and 0.8 and none of the values below 0.5.

To verify that the resulting PSI values are not obtained by chance, we did a Y-scrambling test where we randomly scrambled the samples in testing data to predict the expressions from the model created by non-scrambled training data. The average of these PSI values was 0.41 with this Y-scramble test which suggest that the result in our analysis was not obtained by chance.

We next checked if there were patterns between the overlap of surrogate genes identified using different machine learning approaches. The diagram in **Figure 5** shows the number of common probes between the 3 selected sets. This number was 869 for SVM and RF, 776 between for RF and ANN, and 865 between the sets of SVM and ANN. A total of 89 probes were common to all three sets. The probes which were present in more than one set have a higher likelihood of serving as predictors of the remaining genome than the ones which are present in only one set. A total of 2,332 probes (SV2000 surrogate probes) were present in at least 2 sets and these probes were then used to predict the remaining genome. Interestingly, while the three machine learning approaches all produced predictive suites of surrogate genes, a large collection of genes (1,247, or 35%) were only identified by one algorithm. This behavior indicates that there is a degree of degeneracy of information in the transcriptome that HTT approaches build upon, i.e., the expression levels of many transcripts are approximately equally predictive.

**FIGURE 5:**
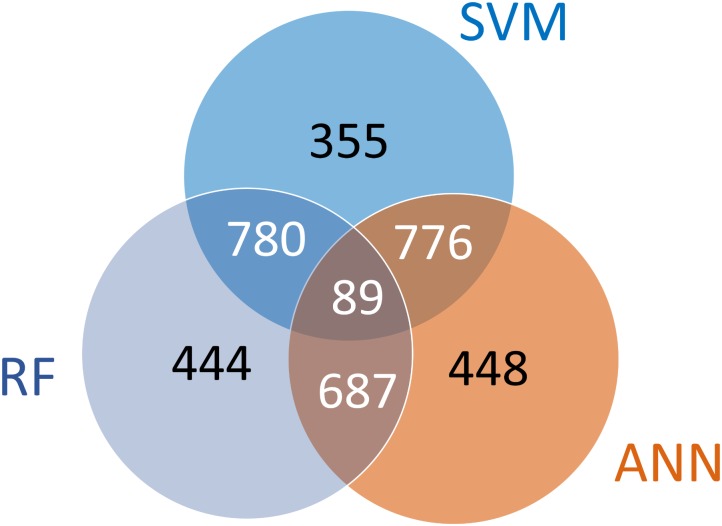
Patterns between the overlap of surrogate probes identified using 3 different machine learning approaches inside the greedy algorithm. Each of the sets contains 2,000 probes. The subsets labeled in white were used to combine the 3 sets of surrogate probes to create SV2000 which contains a total of 2,332 probes.

## Discussion

### The Utility of Transcriptomics for Chemical Safety Evaluation

Gene expression microarrays and next-generation sequence technologies have been used to study functional changes from exposure to pharmacological, industrial, and agricultural compounds. However, a number of practical challenges have impeded the broader use of toxicogenomics for assessing hazards to human health, including the generally low throughput and expense of traditional microarray approaches. More limited, predictive transcriptomics gene sets should provide a viable alternative in leveraging the wealth of public gene expression data available to produce predictive models of transcriptomic change based on measurement of a small sub-sample of mRNA transcripts.

### HTT Approaches to Address Limitations of Conventional Transcriptomics

While HTT approaches are promising for evaluating gene expression changes, their utility for assessing response to environmental toxicants has not been fully evaluated. Our approach utilized TG-GATEs’ toxicogenomic data of human hepatocytes treated with diverse chemicals to select a set of surrogate genes. A sequential forward search-based GA has been used to develop three different sets of surrogate probes using three different classification approaches. A combined set was created (SV2000 surrogate set consisting of 2,332 probes) using the probes which are present in at least 2 out of 3 surrogate sets. This combined surrogate set was used to predict expression classes (up-regulated, down-regulated, and unchanged) of the remaining genome using a consensus prediction approach. Instead of directly comparing the expression levels, a pathway enrichment approach was used to validate the prediction performance.

### Comparison of Our Surrogate Genes With Existing Lists

In addition to the validation of our models, we used the pathway enrichment analysis approach and the measure of PSI to compare the performance of our selected set of genes with existing sets of surrogate genes developed by other methods. For this comparison, we chose the L1000 landmark genes and another list – the S1500 – that was designed to predict the whole transcriptome expression for toxicogenomic studies at the NIEHS National Toxicology Program. The genes in the S1500 list were based on a 5-step series of analyses to derive consensus gene sets that are highly correlated within a group of predictive genes, and which collectively represent known ontology associations of genes. The goal of the S1500 effort was to select gene sets with a high predictive capacity that are closely associated with defined ontology elements. To date, this approach has yielded 5,892 unique Affymetrix probes (HG_U133plus2 array based) representing 2,737 human genes that are collectively associated with 674 Reactome pathways^4^. All 978 landmark probes from Genometry’s L1000 platform are present among the 5,892 S1500 probes.

We performed a probe-wise overlap analysis to understand the relationship between our identified SV2000 surrogate probes and existing sets (**Figure 6**). Among the 5,892 probes in S1500, 237 were found in the 2,332 SV2000 surrogate probes. For L1000, 43 of the 978 probes were present in our set. The small overlap between these different approaches is probably due to the redundancy within the gene expression data of the whole genome which is the conceptual basis behind the HTT approach: selecting a set of surrogate genes and predicting the remainder of the genome. These differences also appear to indicate that the information encoded in the gene expression of the three sets of selected genes is equally predictive despite differences in the identity of the surrogate probes.

**FIGURE 6:**
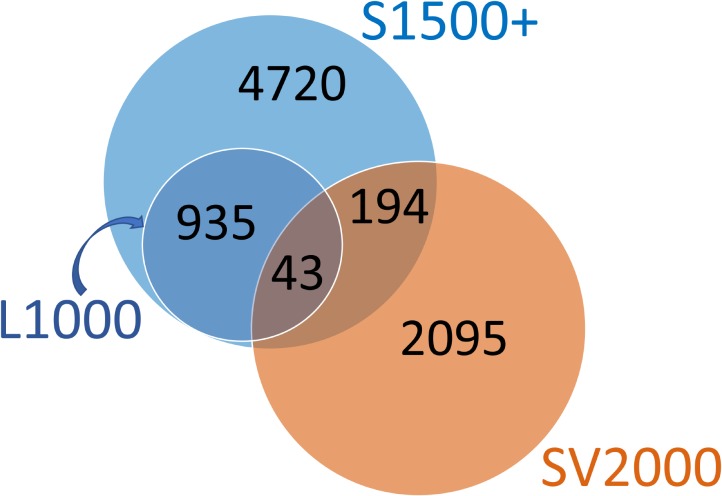
Overlap between S1500+ probe set, L1000 landmark probes and SV2000 surrogate probes. All 978 landmark probes from Genometry’s L1000 platform are present among the 5,892 S1500 probes; hence the L1000 set in the Venn diagram is pictured completely inside the S1500+ set. Among the 5,892 probes in S1500, 237 were found in the 2,332 SV2000 surrogate probes. For L1000, 43 of the 978 probes were present in SV2000 set.

To further investigate the predictivity of the three sets of genes, all 3 qualitative models (SVM, RF and ANN) were used to predict the remaining genome using SV2000, L1000, and S1500 surrogate probes. A decision on prediction was taken based on consensus of all three models. **Table 2** summarizes the results of this comparison showing that our set of surrogate genes (SV2000) provided somewhat higher PSI than the other surrogate sets. We interpret this result, i.e., that all three sets provide PSI values above 0.7, that there is no single set of surrogate genes that works in all cases and that the selection is likely to be technology and approach dependent. Our set of selected surrogate genes were powerful predictors when used within our fitted 3-methods (ANN-RF-SVM) consensus model and optimized for our MATLAB code. The code is available on GitHub^5^.

**Table 2:** Comparison of prediction performances of expression classes in response to 100 μM 2,4-dinitrophenol using three different sets of surrogate genes (our combined set, L1000 and S1500).

Predictor Set	Number of surrogate genes used	PSI
SV2000	2,332	0.8552
L1000	978	0.7097
S1500	5,892	0.7182

**The pathway similarity index (PSI) indicates the similarity between the pathways found using actual and predicted expression classes.**

### The Importance of HTT Data for Toxicology Applications

The use of an appropriate training set is crucial for meaningful interpretation of HTT data. For chemical safety and MOA applications, it is important to impute expression response from a diverse set of chemical compounds. Data included in both the CMAP and NIH’s LINCS collections is primarily derived from pharmaceutical compounds. These small molecule perturbations may differ substantially from those observed with industrial, consumer, or agricultural compounds and environmental toxicants or pollutants. Many pharmaceuticals have relatively discrete modes of actions and have one or a few possible targets in any given cell or tissue. In contrast, industrial compounds and agrichemicals often have multiple cellular targets and result in cellular perturbations involving many genomic pathways. Additionally, the biological information regarding modes of action with these compounds may be largely derived from experimental animals rather than humans. We include one example of this type of ontology enrichment in **Supplementary Material** for the agricultural fungicide fenbuconazole (used to primarily control molds on cereal crops) which has a liver MOA reportedly similar to that of phenobarbital, the common seizure-control barbiturate, which has a strong Cyp450 induction response in human liver.

To date, there have been few attempts to explore the application of similar gene expression prediction models to a more diverse chemical space or to correlate predictive expression analyses with existing *in vivo* dose response data relevant to industrial or agrichemical toxicity tests. One exception is a disease-centric approach to predict full equivalents for the Affymetrix HG-U133-Plus-2 array to fill in missing data from HG-U133a studies available in public repositories (Zhou et al., 2016). It remains to be seen how broadly applicable any single gene expression imputation method may be when applied to situations significantly displaced in chemical space or cellular response from those from which the data predictors were drawn. Additional characteristics of the training data sets, such as suitability of cell lines and representative tissues sampled in various studies, merely adds to the challenge in assessing any prediction platform for chemical toxicity screening.

### Continued Improvement of Predictive Transcriptomics Platforms

As technological developments decrease cost and increase throughput of full-genome transcriptomics, new toxicogenomics platforms are emerging alongside HTT. Novel sequence-based technologies that move beyond traditional next-generation approaches offer even higher throughput, such as BioSpyder’s TempO-Seq technology (House et al., 2017; Yeakley et al., 2017). Nonetheless, predictive transcriptomic modeling approaches will remain valuable tools as the National Toxicology Program implements their S1500 + initiative (NIOSH, 2013)^6^. Furthermore, HTT has applications in (1) efforts to align new data using emerging genomic technologies to legacy transcriptomics and (2) for data mining approaches of potentially useful gene signatures or more restricted gene sets for predicting the possibility of responses of human tissues exposed to various compounds.

The method introduced in this paper showed improved prediction performance compared to existing technologies. Our platform, though, also has some limitations that could be overcome in future versions. Identifying a set of an optimal surrogate genes from a virtually limitless domain of possible sets poses a technical challenge that generates computational constraints. A sequential forward search-based GA can become stuck in a local optimum and this can provide a false set of surrogate genes. Here, we mitigated this possibility by removing low-impact genes and using unsupervised clustering prior to the GA. Alternatively, the method might be improved by introducing computational measures to escape local minima. The prediction performance also depends heavily on selection of threshold for classifying the genes into three categories. Here, we have optimized these thresholds to 0.1 for up-regulation and -0.1 for down-regulation –a process that provided a similar proportional distribution of up-regulated, down-regulated and unchanged genes across samples for each type of chemical in the heterogeneous and diverse pool of chemicals. The future challenge can be using multiple toxicogenomics data and evaluate prediction performance across databases.

Any predictive transcriptomics technology that fails to keep pace with changes in respective species transcriptomic information will inevitably lose predictive power simply by ignoring emerging data that could be used for improving predictor selection and model training. For this reason, we plan to continually update our training sets to maximize the applicability domain of our models with the goal of increasing predictivity across a broader chemical space.

The other sets of surrogate genes used for comparison in this study are also likely to have specific strengths as well. A deep analysis of redundancy based on a large transcriptomic database could reveal the degree of overlap in information. Such study can be useful to extend and improve the set of surrogate genes. For example, a logical extension of the work presented in this paper would be to compare the power and concordance of chemical response prediction using our approach and the S1500 + predictive gene set as an independent assessment to the L1000 comparison presented here. This comparison could help clarify if there is some optimal predictive gene expression method, or some consistently highly predictive gene sets and ontology pathways that are more predictive of cellular changes associated with toxicity.

## Conclusion

In an attempt to select an optimal set of surrogate genes, we used a high-throughput toxicogenomics database, Open TG-GATEs, with expression of 54,675 probes in response to chemicals belonging to diverse classes. Given our emphasis on HTT for human risk assessment, we focused on human primary hepatocyte data in TG-GATEs to create a set of 2,332 surrogate probes (SV2000) to predict expression classes of the remaining genome. However, the data-driven predictor selection method presented here can be applied to any gene expression data, irrespective of species or platform used for data generation. This approach allows for refinement of the predictor selection as additional data become available.

Our process of generating SV2000 set made use of pathway enrichment of up-regulated and down-regulated genes as a measure of prediction performance – a strategy that eliminates difficulties in predicting changes of expression directly. Rather than having correlation coefficient or mean square error as prediction performance of direct expression prediction, we used a PSI that compared similarities and differences in the ontology pathways generated with up-regulated & down-regulated genes from both the actual and predicted gene expression classes. Our method is open source and showed significant improvement of prediction performance of the whole transcriptome compared to existing technologies for the cases examined to date. Together, these results highlight some of the challenges and opportunities of the emerging HTT approaches and their use in assessment of industrial and agrichemical compounds.

## Author Contributions

MB, BP, BF, SH, and BW generated and processed data for proof of concept. SH, MB, and PM processed data for the actual concept. MA, BW, and RC contributed in study, concept, and design. SH, MB, KM, and PM designed methods and algorithm. SH, MB, BW, KM, and PM wrote the manuscript. SH, MB, BP, BF, BW, MA, RC, KM, and PM reviewed and approved the manuscript.

## Conflict of Interest Statement

All authors were affiliated with and employed by ScitoVation, LLC. This manuscript is a product of ScitoVation funded by American Chemistry Council’s Long-Range Research Initiative. ScitoVation is not an academic institution. All authors declare no competing interest.

# Supplementary material for: A Qualitative Modeling Approach for Whole Genome Prediction Using High-Throughput Toxicogenomics Data and Pathway-Based Validation
**Source:** Front Pharmacol. 2018 Oct 2;9:1072. doi: 10.3389/fphar.2018.01072
**Supplement:** Supplementary file 1

Supplementary Material

A qualitative modeling approach for whole genome prediction using high-throughput toxicogenomics data and pathway-based validation

**Saad Haider, Michael B. Black, Bethany Parks, Briana Foley, Barbara A. Wetmore, Melvin E. Andersen, Rebecca A. Clewell**^†^**, Kamel Mansouri, Patrick D. McMullen***

ScitoVation, Research Triangle Park, North Carolina, United States

Introduction

There are two fundamental components to an HTT approach. The first component of an HTT approach is to identify the set of surrogate genes. The second is the algorithm for extrapolating from the measured surrogate features to the balance of the transcriptome. In our original manuscript, we investigated whether using a machine learning approach with the publicly available large-scale TG-GATEs toxicogenomics database could inform selection of a novel HTT gene set that would support our qualitative pathway-based prediction approach.

In this supplementary document, we included detailed algorithm to select surrogate genes from TG-GATEs data. Later in this document, we included the context for selecting qualitative model instead of quantitative one. We used the L1000 gene set to demonstrate that a categorical approach in which the directionality of transcript changes is predicted rather than the magnitude can be useful for bridging different data sets. Furthermore, we showed that expression changes at the pathway level are more reliably extrapolated across platforms than changes at the individual transcript level.

Detailed algorithm to select surrogate genes from TG-GATEs data

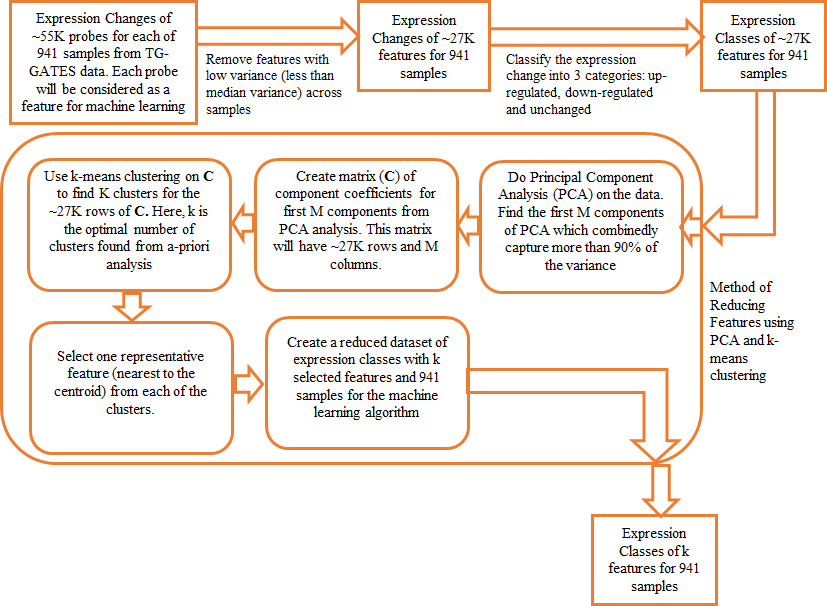

***Supplemental Figure S1a:*** *Detailed algorithm to select surrogate genes from TG-GATEs database. This part of the algorithm involves initial reduction of feature space by ignoring features with low variance across samples. It also involves further reduction of features using PCA and K-means clustering algorithm.*

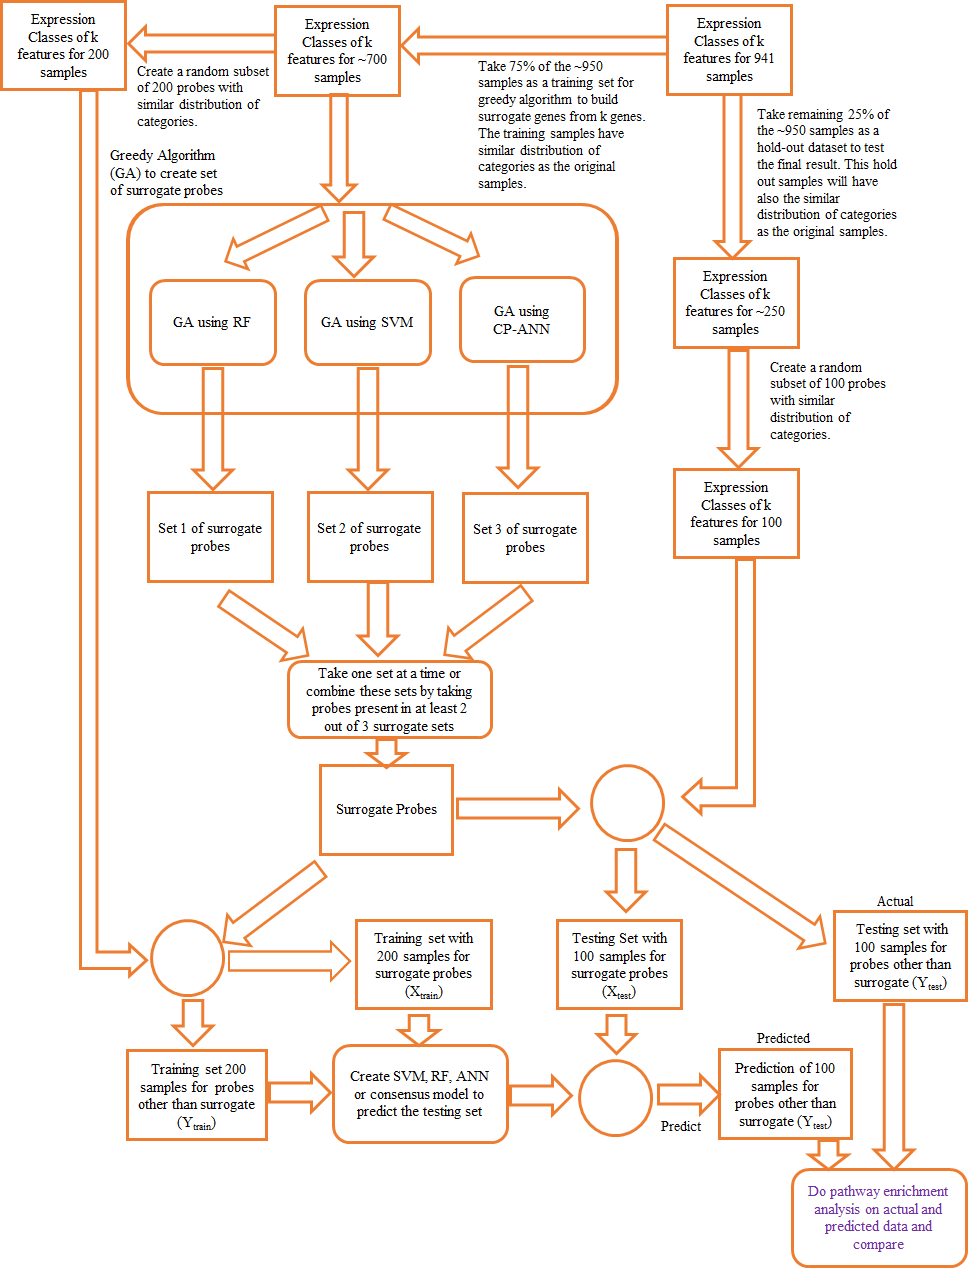

***Supplemental Figure S1b:*** *Detailed algorithm to select surrogate genes from TG-GATEs database. This second part involved sequential forward search based greedy algorithm to select the final set of surrogate genes. The surrogate genes were then used to train a model to predict expression of the remaining genome of a holdout set of samples from TG-GATEs. Finally, a pathway enrichment analysis was done on each of the actual and predicted hold-out expression classes.*

Challenges to predicting transcriptomics: relevance and data of predictor selection.

One aspect that confounds a direct comparison of dose response of current microarray technology and the L1000 inferred data is that the L1000 platform was designed to predict the equivalent of the Affymetrix U133a array probe set that has been superseded by newer platforms. This array design was released in 2002 and has been eclipsed in coverage by successive Affymetrix human whole genome coverage 3’ microarrays as well as those of other commercial vendors. Thus, it is now possible to measure expression of many thousands of human genes that were not part of the L1000 predicted probe set (see Supplemental Figure S2). Supplemental Figure S3 shows the overall ontology coverage of these 8,890 genes in the public GO Biological Process ontology and Reactome, showing that virtually all high-level parent ontology categories are represented by this set of genes.

*Supplemental Figure S2: Summary of annotated features represented on the human U133a equivalent array probe set, and the Affymetrix Titan HT_HGU133a_plus_PM array probe set. The 22,215 total non-control probes represented in the L1000 dataset correspond to 12,467 unique annotated genomic features (by Entrez Gene ID), while the Titan array probe set has a total of 54,613 non-control probes representing a total of 21,209 unique annotated genomic features. Of these, 8,890 Entrez gene IDs represented on the Titan array are not represented at all within the in the HG-U133a probe set.*

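The HT HG-U133+ PM array used for the HepaRG samples measured 54715 probe sets, of which 102 were controls. In the platform annotation, 40920 probe sets carried 1 gene symbol, 864 carried several and 12931 had none listed. The single-symbol probe sets represented 19774 genes, each by at least 1 probe set of its own. These include the P450 genes CYP1A1, with 1 such probe set, CYP2B6, with 2, and CYP3A4, with 4. Counted by Entrez Gene identifier, the annotation of all probe sets held 20485 unique genes. Of the single-symbol probe sets, 40864 matched a gene table of assembly GRCh38.p14 by their Entrez Gene identifier, and 0 symbols changed. Probe sets with several symbols or with none listed were tested but are not named.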

*Supplemental Figure S3: The GO-Biological Process and Reactome ontology categories represented by the 8,890 unique gene IDs present on the Affymetrix HT_HGU133_Plus_PM array that were absent in the earlier arrays.*

Methods for testing L1000 for the use of HTT for toxicity screening of environmental compounds

Data used

The 978 Genometry L1000 landmark genes were used as initial predictors to validate our qualitative approach. For model building and validation, we measured transcriptomic data in the Affymetrix GeneTitan and L1000 platforms in 3 cell lines (HepaRG, MCF7, and A673) after treatment with 3 agrichemicals (imazalil, fenbuconazole, and 2,4-dichlorophenonxyacetic acid) over 9 concentrations at 24-hour exposure.

In vitro transcriptomic studies

Test chemicals were chosen to represent well-studied agrichemicals with published in vivo and in vitro data. The three chemicals selected for *in vitro* exposures were; fenbuconazole (CAS # 114369-43-6) a triazole fungicide, imazalil (CAS # 35554-44-0), an azole pesticide, and 2,4-dichlorophenoxyacetic acid (CAS # 94-75-7), a chlorophenoxy herbicide. *In vitro* treatments used nine concentrations (0.001, 0.003, 0.01, 0.03, 0.1, 0.3, 1, 3, and 10 μM plus DMSO vehicle controls) and three cell lines (MCF7, A673, and HepaRG cells). Cells were exposed for 24h, and gene expression was measured using both Genometry L1000 ligation assay 384-well plates, and Affymetrix GeneTitan arrays (HT_HGU133_Plus_PM). The Affymetrix arrays used a common set of three vehicle controls per cell line experiment and three replicates for each exposure. The Genometry L1000 plates used 3 replicates per exposure, except for the HepaRG samples, which used 5 replicates per exposure due to high variation observed with this cell line during pilot exposures. Each plate had a total of at least 20 vehicle control wells that were used by Genometry for intra-plate normalization.

Cell culture and treatments

Cell culture methods and media were identical between the Genometry exposure experiments and the Affymetrix array experiments. HepaRG cells, HepaRG maintenance/metabolism medium supplement, HepaRG thaw/plate/general purpose medium supplement, HepaRG induction medium supplement, Williams E media (Gibco #A1217601), MEM (Cellgro #17-305-CV), DMEM (hyclone #SH30272.01), DMEM (cellgro #10-013-CV), 200mM Glutamax, fetal bovine serum, penicillin-streptomycin (pen/strep), sodium pyruvate, non-essential amino acids (NEAA), phosphate-buffered saline (PBS), and collagen I were purchased from Thermo Fisher Scientific (Waltham, MA). MCF7 cells and A673 cells were purchased from ATCC (Manassas, VA). 2,4-dichlorophenoxyacetic acid, fenbuconazole, and imazalil were purchased from Sigma-Aldrich (St. Louis, MO). RNeasy mini QIAcube kit was purchased from Qiagen (Valencia, CA). Vybrant MTT cell proliferation assay kit was purchased from Thermo Fisher Scientific (Waltham, MA).

HepaRG cells were thawed and plated according to the manufacturer’s protocol onto a collagen type 1 coated (2.5μg/well) 96-well plate (day 0) and allowed to attach for 24 h at 37^o^C in a humidified chamber with 95% relative humidity and 5% CO_2_. On days 1, 3, and 5, media was removed from the wells and replaced with 100μL/well of maintenance/metabolism supplemented media. On day 7, the media was removed and replaced with 100μL/well of induction supplemented media. On day 8, the cells were treated with chemical. MCF7 cells were cultured in MEM containing 10% FBS, 1X pen/strep, 2mM Glutamax, 1mM sodium pyruvate, and 1X NEAA and plated at 32,000 cells/well in a 96-well plate. A673 cells were cultured in DMEM (hyclone) containing 10% FBS and 1X pen/strep and plated at 26,000 cells/well in a 96-well plate. Following plating of the MCF7 and A673 cells, the cells were allowed to attach for 24 h before treatment. 3 biological replicates (independent experiments performed on independent batches of cells) were performed for all 3 cell lines.

DMSO stock solutions of 2,4-dichlorophenoxyacetic acid, fenbuconazole, and imazalil were added to culture media at a final DMSO concentration of 0.2%. The cells were exposed for 24 h to the DMSO vehicle (0.2%) or one of the following chemical concentrations: 0.001, 0.003, 0.01, 0.03, 0.1, 0.3, 1, 3, and 10μM.

Genometry L1000 assays

Chemical exposures were performed in 384-well plate format. Each plate contained at least 16-20 vehicle control wells. The 384-well plates were prepared in parallel batches where a batch consists of cells that were plated, treated and lysed at the same time. Plates were then shipped to Genometry for array scanning and expression measurement, and whole genome-equivalent (i.e., the entire U133a probe set) prediction. Data received from Genometry consisted of delimited text files with log_2_ transformed, intra-plate normalized expression values for the entire HT_U133a human array equivalent probe set.

Affymetrix gene expression analysis

Immediately following treatment, total RNA was collected from the treated cells using RNeasy kits according to the manufacturer’s protocol (Qiagen, Valencia, CA). NA samples were prepared for microarray hybridization using the GeneAtlas™ 3’ IVT Express Kit according to manufacturer’s protocol (Applied Biosystems, Carlsbad, CA). Briefly, total RNA was reverse transcribed to synthesize first-strand cDNA. The cDNA was then converted into a double-stranded DNA template for transcription. Amplified cRNA (aRNA) was transcribed *in vitro*, with incorporation of a biotin-conjugated nucleotide. The aRNA was then purified to remove unincorporated NTPs, salts, enzymes, and inorganic phosphate, and samples were fragmented to prepare the biotin-labeled aRNA samples for hybridization onto Affymetrix® GeneChip™. Samples were loaded onto a HT HG-U133+ PM GeneChip™ array plate and run on the GeneTitan® according to manufacturer’s protocol (Applied Biosystems, Carlsbad, CA). The GeneChip® HT HG-U133+ PM array plate analyzes the relative expression level of more than 47,000 transcripts and variants, including more than 38,500 well characterized genes and UniGenes, provides whole-genome coverage of the transcribed human genome on a single array in a 96-array configuration, and includes more than 54,000 probe sets and 1.3 million distinct oligonucleotide features. All gene array data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession numbers: GSE109508, GSE109509 and GSE109511.

Differential gene expression analyses

For both the Affymetrix array experiments and the L1000 array experiments, data were analyzed in R/BioConductor using the LIMMA and eBayes package on the normalized intensity values. Standard RMA log_2_ normalized expression was used for the Affymetrix array data analysis (Irizarry et al., 2003; Smyth, 2004; 2005).

Genometry L1000 plate data was received as intra-plate normalized, Log_2_ transformed intensity estimates. Each combination of cell line and chemical was extracted from these whole plate data and treated as discrete data sets. ANOVA subtraction was performed on each of the nine (3 cell lines by 3 chemicals) data sets to avoid any bias in estimated fold change related to differences in expression that could be attributed simply to fixed differences in either vehicle or treated samples between each of the replicates.

RMA normalized Affymetrix data and L1000 replicate corrected Log_2_ intensity values were subsequently analyzed identically, using LIMMA to fit a generalized linear dose response model to the expression data. Fitted models were used for empirical Bayesian tests of contrast for both overall dose-dependent response as well as individual concentration response relative to vehicle controls (9 contrasts using moderated *t* statistics). Benjamini-Hochberg FDR correction was applied to all statistical tests.

Preliminary Quantitative analysis

At the beginning of the quantitative analysis, continuous expression changes evaluated in the Affymetrix and L1000 platforms were directly compared in a quantitative manner. Spearman rank correlation was used to evaluate how the data from two platforms correlate.

We then derived an independent predictive model so we could directly compare gene expression estimates for the two technologies that were prepared by estimating gene expression from the same set of landmark genes. The goal was to evaluate the ability of the 978 landmark genes to predict data of one technology while training the model with data from the same chipset and from a different one. As L1000 is a proprietary technology, methods of L1000 prediction of Affymetrix data were not available. Hence, we applied a support vector machine (SVM) (Cristianini and Shawe-Taylor, 2000) regression model to evaluate predictivity of the 978 L1000 genes. For performance evaluation using training data from same technology, we have used 5-fold cross validation model for both Affymetrix and Genometry data where data of 978 genes from the corresponding technology has been used as predictors. For performance evaluation using training data from a different technology, we have used data of one technology to train an inference model (using data of that technology for 978 landmark genes as predictors) and predict the data of whole genome of another technology.

Genes which have very low variances across samples convey very little information in training a prediction model. To eliminate these low-impact genes in both Genometry and Affymetrix data, we have used probability distribution of variances: genes with expression changes lower than average of variances were not considered in either datasets (Supplemental Figure S4).

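Across the 27 HepaRG conditions, 3 chemicals at 9 concentrations, the most variable genes were P450 genes of xenobiotic metabolism. CYP1A1, which is induced through the aryl hydrocarbon receptor (AHR), had the highest variance of log2 fold change, 1.35. CYP2B6, induced through the receptors CAR and PXR, had a variance of 1.005. The highest variance among probe sets of CYP3A4, the main drug-metabolizing P450 of the liver, was 0.964. CYP1A2, another AHR-induced P450, followed with 0.547 and CYP3A7, a P450 of the fetal liver, with 0.442. The highest variance of a gene outside this group was 0.234 for INHBE, a subunit of the activin family secreted by hepatocytes, apart from ZSCAN25 with 0.663. ZSCAN25 encodes a zinc finger protein and lies beside the CYP3A genes in the gene table.

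Each variance was taken over the 27 log2 fold changes of a probe set, each the mean of 3 treated arrays minus the mean of the 3 DMSO arrays of its set. The mean of the variances over 54715 probe sets was 0.0117 and their median 0.00955. Of all probe sets, 19986 (36.5%) lay above the mean. Without replicate 2 the mean was 0.0175. The CYP3A4, CYP3A7 and CYP1A2 probe sets are of a kind that may also bind related transcripts, so these genes cannot be told apart with certainty.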

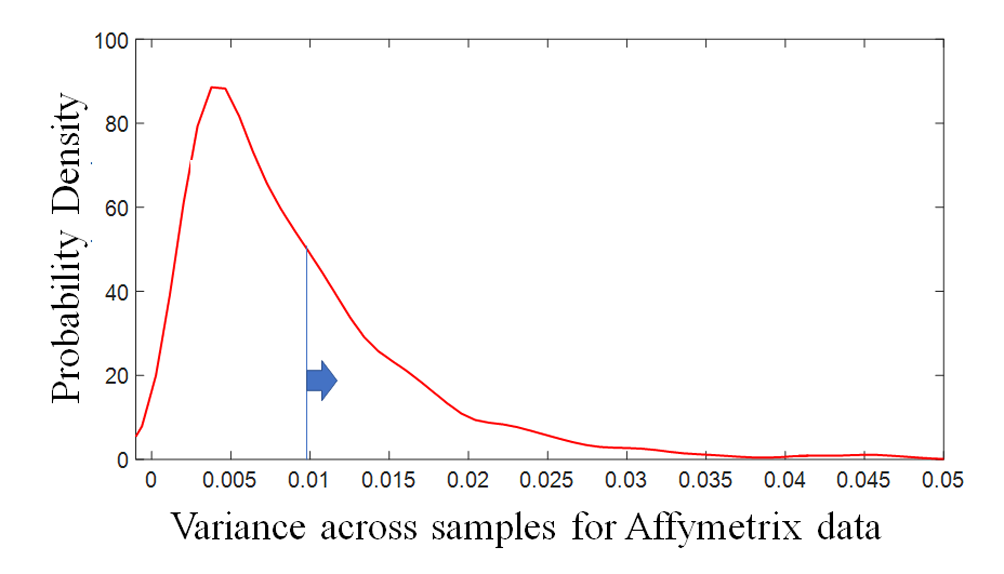

***Supplemental Figure S4:*** *Probability distribution of variance of genes across samples for Affymetrix data. Genes having variance greater than a threshold (mean of the variances) are selected for prediction.*

Spearman rank correlation was used to evaluate the prediction performance of the regression model. In addition to rank correlation, the performance of the SVM models was evaluated in fitting and cross-validation using the coefficients of determination R^2^ and Q^2^ (Todeschini et al., 2016), respectively. These two coefficients were calculated in equations 1 and 2 as follows:

$$R^{2}=1- \frac{\sum_{i=1}^{n_{TR}} \left( y_{i}-\hat{y}_{i} \right)^{2}}{\sum_{i=1}^{n_{TR}} \left( y_{i}-\bar{y} \right)^{2}}(1)$$

where $\hat{y}_{i}$ and $y_{i}$ are the estimated and observed responses of the *i_th_* element, respectively; $\bar{y}$ is the mean; and $n_{TR}$ is the number of training compounds.

$$Q^{2}=1-\frac{{\sum_{i=1}^{n_{EXT}} \left( y_{i}-\hat{y}_{i} \right)^{2}}/{n_{EXT}}}{{\sum_{i=1}^{n_{TR}} \left( y_{i}-\bar{y} \right)^{2}}/{n_{TR}}}(2)$$

where $n_{EXT}$ is number of test compounds and $n_{TR}$is the number of training compounds, $\hat{y}_{i}$ and $y_{i}$ are the estimated and observed responses, respectively, and $\bar{y}$ is the mean.

Qualitative analysis

We classified the datasets into 3 classes (up regulated, down regulated, and unchanged). The threshold of classification was found by maximizing the overlap between predicted Affymetrix (using Genometry data to train the model) and predicted Genometry (using Affymetrix data to train the model) classes.

Each of the Affymetrix and L1000 datasets was used to train the model to predict the expression classes of the other. Support vector machine (SVM) was used for the class prediction.

Balanced accuracy (BA) was used to evaluate the performance of classification models. Results for testing L1000 for the use of HTT for toxicity screening of environmental compounds

Qualitative approach to improve the prediction of the landmark genes

While HTT approaches promise to provide a cost-effective means of assessing compound effects, their equivalency to traditional toxicogenomics approaches (e.g., gene expression microarrays and next-generation sequencing) has not been well established. Here, we evaluated the predictivity of L1000 as a set of landmark genes by analyzing the consistency between the L1000 HTT and Affymetrix GeneTitan platforms with gene expression data for MCF7, A673, and HepaRG cells treated with 2,4-dichlorophenoxyacetic acid, fenbuconazole, and imazalil in 9-point concentration curves.

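HepaRG is a human liver cell line that forms hepatocyte-like and biliary-like cells. Cells were exposed for 24 h to fenbuconazole, a triazole fungicide, imazalil, an imidazole fungicide, or 2,4-dichlorophenoxyacetic acid (2,4-D), a chlorophenoxy herbicide. Each chemical was given at 9 concentrations from 0.001 to 10 µM, with 3 replicates per concentration, and 3 DMSO vehicle samples served all 3 chemicals. RNA of each sample was hybridised to 1 Affymetrix HT HG-U133+ PM array. The deposited values are log2 expression after robust multi-array averaging (RMA) by the authors, made separately for each chemical together with the same 3 DMSO arrays. There are 90 columns of values, 81 of treated arrays and 9 of DMSO arrays, 3 in each chemical's set. The same DMSO array in 2 sets correlated at r = 0.99815 to 0.99844 across probe sets, and any other pair of columns at 0.99683 or less. Array medians lay between 2.81 and 2.97 on the log2 scale. For arrays there is no counting depth, and the number of arrays limits the precision.

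The supplement names limma with eBayes, a dose response model and 9 contrasts with vehicle by moderated t. Here limma was fitted to group means over the 30 arrays of each set, with a moderated t for each concentration against DMSO. A moderated F over the 9 contrasts was chosen here as the overall test. P values were adjusted by the Benjamini-Hochberg method over 54715 probe sets at a false discovery rate of 0.05. No term for the replicate entered the fit, since the supplement states a replicate correction for the L1000 data and none for the arrays. A gene was represented by the single-symbol probe set with the highest mean over the arrays of a set, which gave 19774 genes. Treated groups of different chemicals were compared after subtraction of the DMSO mean of each set. The comparisons, the rule for naming genes and 28 lists of genes of liver functions, stress responses and cell types were fixed before the data were examined. The L1000 data and the MCF7 and A673 cells were not analysed here.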

Continuous expression changes evaluated in the two platforms were not correlated (Supplemental Figure S5 and S6) and thus, cannot be directly compared in a quantitative manner. 

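In the HepaRG arrays, log2 fold changes were small for nearly all probe sets and large for a few genes. At 10 µM fenbuconazole they ran from -1.60, for INHBE, an activin subunit secreted by hepatocytes, to 2.88, for a probe set of CYP3A4, the main drug-metabolizing P450 of the liver. Of 54715 probe sets, 60 lay more than 1 from 0, and the SD over all probe sets was 0.168. At 10 µM imazalil the lowest value was again that of INHBE, -1.52, 46 probe sets lay more than 1 from 0, and the SD was 0.176. At 10 µM 2,4-D the values ran from -0.91 to 0.70 and the SD was 0.142. No probe set then lay more than 1 from 0. At 0.001 µM fenbuconazole the SD was also 0.142, with values from -0.79 to 0.77.

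INHBE passed limma's moderated test with fenbuconazole (adjusted p = 0.00576) and with imazalil (adjusted p = 0.00608). It did not pass for fenbuconazole without replicate 2 (adjusted p = 0.606) or replicate 3 (adjusted p = 0.104), nor for imazalil without replicate 2 (adjusted p = 0.472). The corresponding L1000 values were not analysed here.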

The quantitative estimates of expression change are substantially different in terms of “fold-change” determined through the two platforms. Technological differences between the L1000 and Affymetrix are a likely reason that one-to-one quantitative mapping between transcripts may be difficult. The correlation between the response of cells treated with different concentrations (Supplemental Figure S6) of the same compound was high for expression changes computed from Affymetrix measurements and L1000 measurements (average correlation 0.56 and 0.73 respectively). However, the correlation between corresponding samples between technology types was very low (-0.04).

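Log2 fold changes at different fenbuconazole concentrations were positively correlated across probe sets, also among the concentrations at which no gene passed the test. Over the 36 pairs of the 9 concentrations, the mean Spearman correlation across 54715 probe sets was 0.529 (SD over pairs 0.0647). CYP2B6, a P450 induced through the receptors CAR and PXR, was the only gene to pass below 10 µM, at 3 µM, with a log2 fold change of 1.65 (SE 0.25, adjusted p = 0.0115 from limma). CYP2B6 did not pass at 3 µM without replicate 1 (adjusted p = 0.728) or replicate 3 (adjusted p = 0.476), and 3 genes passed there with the replicate as a block. All 9 concentrations were compared with the same 3 DMSO arrays, so chance deviations of these arrays enter every fold change. In 100 simulated sets of unchanged groups compared with shared DMSO arrays, the mean correlation was 0.473 on average, from 0.265 to 0.746. Of these 100 sets, 23 had a mean correlation as high as the arrays had.

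The mean covariance of the fold changes was 0.0132, against a simulated mean of 0.0122, a difference of 0.000971, and 25 of 100 simulated sets had a covariance as high. When 1 of the concentrations in each pair was compared with the 0.001 µM group instead of DMSO, the mean correlation over 28 pairs was 0.0635. That reference also removes any response that the 0.001 µM group shares, so it does not separate a common response from the shared DMSO arrays. The 3 DMSO arrays cannot be split into parts of at least 2 arrays each, so part of the excess over the simulation may come from the shared controls. Probe sets are not independent replicates. From the average over concentrations, the paper states that the responses at different concentrations of the compound were highly correlated (Supplemental Figure S6).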

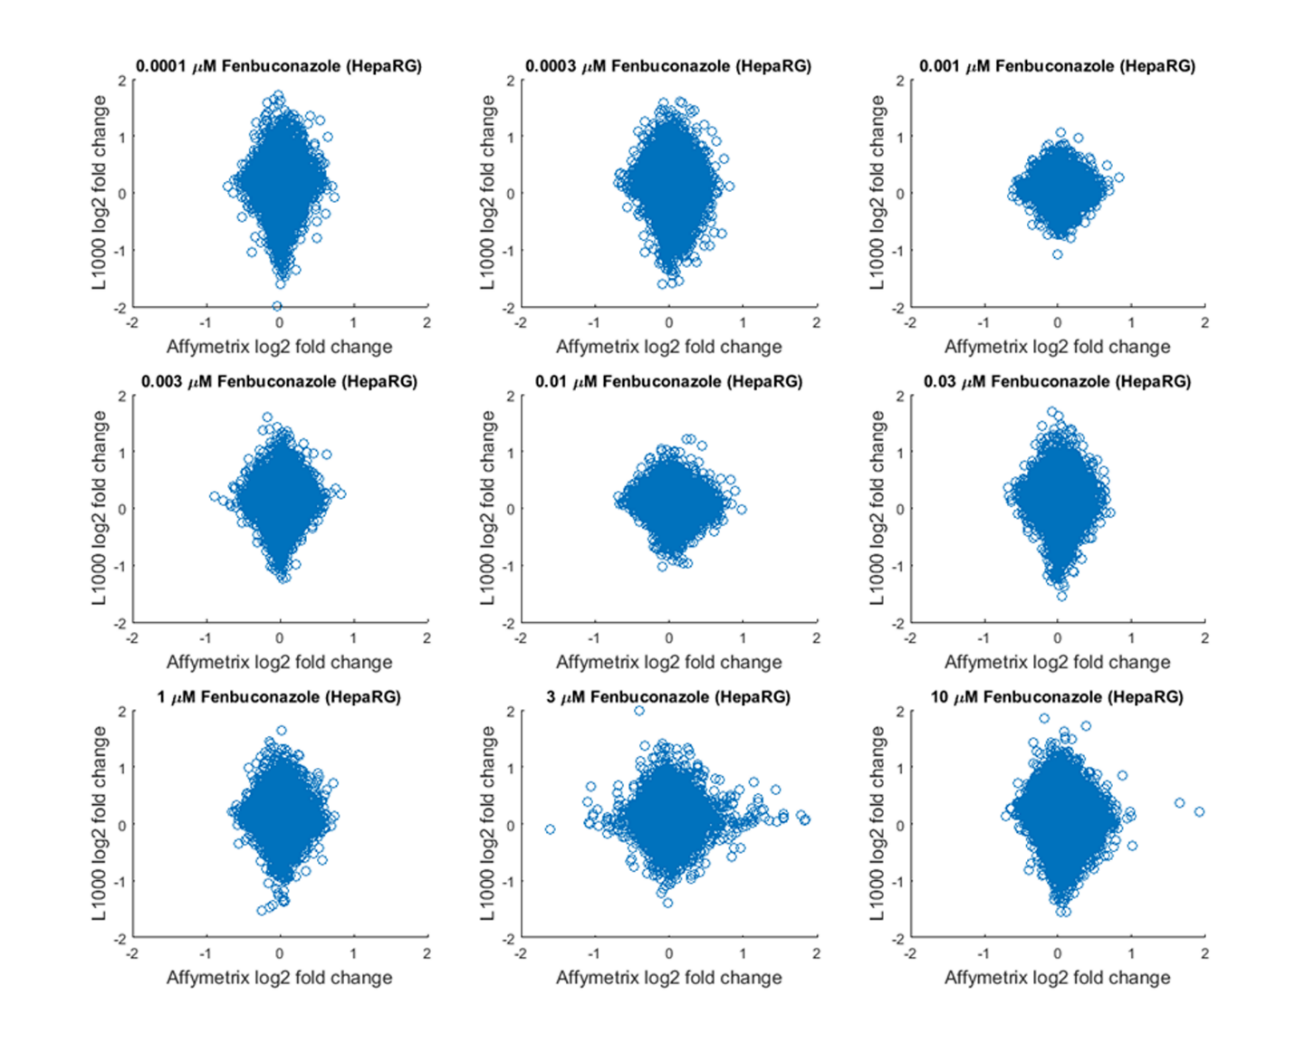

***Supplemental Figure S5:*** *Representative correlations between Affymetrix measurements and L1000 inference of gene expression. From top-left to bottom right, the concentration response of HepaRG cells to fenbuconazole. Correlations between the two technologies are essentially zero.*

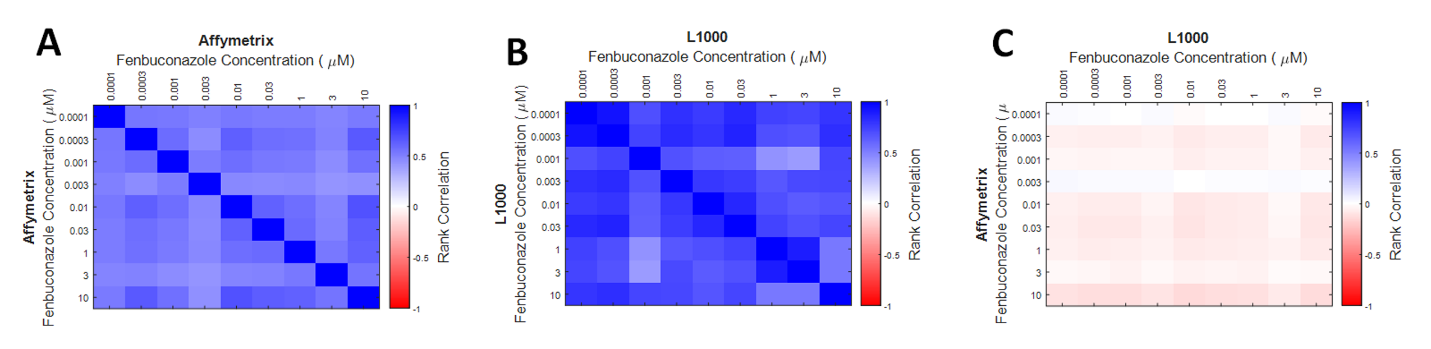

*Supplemental Figure S6: Probe-wise correlation of the response of HepaRG cells to various concentrations of fenbuconazole. Spearman rank correlation of Log_2_ fold change is indicated by color. On-diagonal values represent the correlation across a single concentration. (A) The response as measured by Affymetrix arrays was largely consistent across varying exposures of fenbuconazole (average pairwise correlation 0.56). (B) Similarly, the response inferred via the L1000 model is very self-consistent (average pairwise correlation 0.73). (C) The correspondence across technology platforms however, is largely nonexistent and in most cases, is actually anti-correlated (average pair-wise correlation -0.04).*

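Among the pairs of fenbuconazole concentrations, the Spearman correlation of log2 fold change across probe sets was lowest between 0.03 and 10 µM, at 0.412, and highest between 0.1 and 3 µM, at 0.682. The mean correlation of a concentration with the other 8 was lowest for 0.03 µM, at 0.459, followed by 10 µM, at 0.481, and was highest for 3 µM, at 0.577. At 0.03 µM, 0 probe sets passed limma's moderated test (2645 at an unadjusted p under 0.05). The 10 µM group is the one in which P450 genes such as CYP1A1 and CYP3A4 and cholesterol synthesis genes such as HMGCS1 and LSS passed. At 3 µM, 2 probe sets passed, 1 of CYP2B6 and 1 with several symbols or none listed, and 3432 had an unadjusted p under 0.05.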

These differences between continuous expression changes across the two technologies might derive from fundamental differences in the technology platforms. Thus, rather than directly comparing the transcripts, as a second attempt to use the continuous data, we evaluated the predictivity of the L1000 genes by building regression models. To test this, we derived an independent predictive model to directly compare gene expression estimates for the two technologies by estimating gene expression from the same set of surrogate genes. The goal was to evaluate the ability of the L1000 978 landmark genes to predict data of one technology while training the model with data from the same chipset and from a different one.

***Supplemental Table 1.*** *Regression results of different approaches for Affymetrix and L1000 data using support vector machine. The results are based on 100 genes which were randomly selected.*

|  | **Regression Results** | | |
| --- | --- | --- | --- |
| Affymetrix | Cross Validation | Rank Correlation | 0.2975 |
|  |  | Q^2^ | 0.0361 |
|  | Trained on Genometry and Tested on Affymetrix | Rank Correlation | 0.0452 |
|  |  | R^2^ | -5.1549 |
|  | | | |
| Genometry | Cross Validation | Rank Correlation | 0.8467 |
|  |  | Q^2^ | 0.7082 |
|  | Trained on Affymetrix, Tested on Genometry | Rank Correlation | 0.0044 |
|  |  | R^2^ | -0.8984 |

The overlap between Affymetrix and Genometry dataset after the low-impact genes were removed has a total of ~13,000 genes. The SVM regression model was evaluated using 5-fold cross validation and train-test prediction (regression using SVM) results for Affymetrix and Genometry data for 100 randomly selected genes from the previously reduced set of ~13000 genes (Supplemental Table 1). For these 100 genes, the distribution of variances across samples were kept similar to the original set. The results are shown in terms of average rank correlation between actual and predicted expressions; it also shows coefficient of determination (average) R^2^ or Q^2^. The prediction of continuous measures of expression change showed poor correlations when we trained the model using data from one platform and tested it on data from another platform. For example, Affymetrix prediction using Genometry as training showed a rank correlation of 0.0452 and L1000 prediction using Affymetrix as training showed a rank correlation of 0.0044.

As one-to-one mapping between was unsuccessful across the two technologies, we converted the continuous transcriptomic data into discrete categories based on expression changes (see Methods). Genes were classified as up-regulated, down-regulated and unchanged. The goal was to see whether this qualitative strategy could play the role of a translator between the two technologies and allow data from the two platforms to be more readily comparable. The threshold for classification of these classes was set as described in the Methods.

The models for predicting classes instead of directly predicting expression changes of whole genome from 978 landmark genes from L1000 platform showed improved performance in terms of balanced accuracy of predicted classes for the same 100 genes randomly selected for regression (Supplemental Table 2). The BA for train-test prediction is better using the classification model than the rank correlation using the regression model. The Affymetrix class prediction using Genometry as training showed a BA of 28% while the Genometry class prediction using Affymetrix as training showed a BA of 25%. In each case, cross validation result shows better performances than train-test validation.

***Supplemental Table 2.*** *Classification results of different approaches for Affymetrix and L1000 data using support vector machine. The results are based on 100 genes which were randomly selected.*

|  | Classification Results | | |
| --- | --- | --- | --- |
| Affymetrix | Cross Validation | Balanced Accuracy | 55% |
|  | Trained on Genometry and Tested on Affymetrix | Balanced Accuracy | 28% |
|  | | | |
| Genometry | Cross Validation | Balanced Accuracy | 62% |
|  | Trained on Affymetrix, Tested on Genometry | Balanced Accuracy | 25% |

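Across the 27 HepaRG conditions, the shares of probe sets in the 3 classes were similar in conditions with and without probe sets past the test. With a threshold of 0.1, which the main text states without a unit and for the TG-GATEs data and which was taken here on the log2 scale, a mean of 24.1% of probe sets lay above 0.1, 23.3% below -0.1 and 52.6% between them. At 10 µM fenbuconazole, where P450 and cholesterol synthesis genes passed limma's test, 48.3% lay outside 0.1. At 0.001 µM fenbuconazole, where 0 probe sets passed (2225 at an unadjusted p under 0.05), 44.2% did. CYP3A4, the main drug-metabolizing P450 of the liver, lay above 0.1 at 10 µM 2,4-D, with a log2 fold change of 0.33 (adjusted p = 0.721 from limma). CYP1A1, a P450 induced through AHR, also lay above it, at 0.20 (adjusted p = 0.911). CYP2B6, induced through CAR and PXR, lay within the threshold at -0.03 (adjusted p = 0.992).

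Over all conditions 47.4% of probe sets lay outside 0.1, and 45% did in simulated sets of unchanged groups. With the replicate as a block in the simulation, 44.6%, 43.1% and 40.7% did for fenbuconazole, imazalil and 2,4-D. In the arrays these shares were 47.1%, 48.2% and 46.9%. With a threshold of 0.2, 17.7% lay outside it. The threshold behind Supplemental Figure S7 is not given in the sources used here.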

To visually compare the actual and predicted classes of these 100 genes in different samples, Supplemental Figure S7 was created using actual and predicted Affymetrix expression classes of those genes in response to 3 chemicals over 9 concentrations (27 samples) at 24-hour exposure of HepaRG cell line. The classification balanced accuracy (BA) for this data was 28%. While a 28% BA in classification model is low, it may be somewhat improved over a rank correlation of 0.0452 using the regression model, the poor concordance between the two gene sets is clear from the visual comparison.

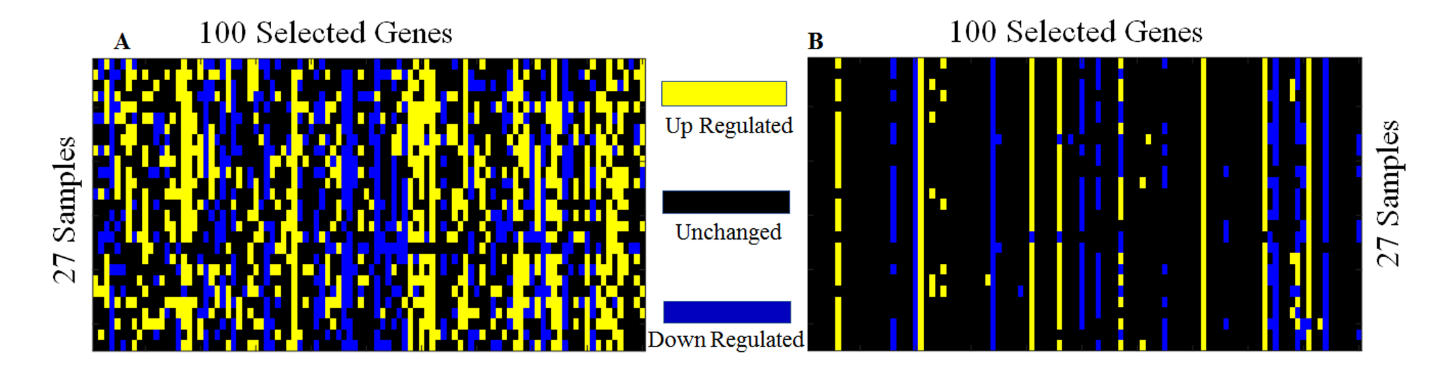

***Supplemental Figure S7:*** *Comparison of Affymetrix (A) actual gene expression for 100 previously selected genes in response to 3 chemicals over 9 concentrations (27 samples) at 24-hour exposure of HepaRG cell line and (B) predicted expression for the same samples from training the model by Genometry data. The classification BA is 28%.*

Pathway enrichment analysis for cross technology prediction

We used the L1000 gene set to demonstrate how reliably we can extrapolate expression changes at the pathway level across different technological platforms. A comparison of pathway enrichment was generated from up-regulated and down-regulated genes of actual and predicted Affymetrix gene expression classes for HepaRG cell line in response to 0.01 µM fenbuconazole (Supplemental Figure S8). 

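At 0.01 µM fenbuconazole, none of the P450 genes named in the supplement's references differed from DMSO by limma's moderated test. CYP1A1, an AHR-induced P450, had a log2 fold change of -0.28 (SE 0.20). CYP3A4, the main drug-metabolizing P450 of the liver, had -0.30 (SE 0.16), CYP2B6, induced through CAR and PXR, had -0.14 (SE 0.25), and CYP1A2 had -0.04 (SE 0.25). The adjusted p was 0.9997 for each of these 4 genes. Of 54715 probe sets, 0 passed (2292 at an unadjusted p under 0.05), and log2 fold changes ran from -0.72 to 0.82. By a log2 threshold of 0.1 alone, 24.1% of probe sets were higher and 20.7% lower at this concentration. Of the 28 gene lists, 0 members passed, over all genes or adjusted over the list alone. In data simulated for 10 µM fenbuconazole, the same test recovered 31.3% of changes of 0.5 on the log2 scale and 92.5% of changes of 1. Those data held 200 changed probe sets, which eases the adjustment of p. Recovery at 0.01 µM was not simulated and may be lower.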

Sixty three (63) pathways are significantly enriched by up-regulated and down-regulated genes of actual Affymetrix gene expression classes. Among these 63 pathways, 22 of them were reproduced by the predicted expression where Genometry data was used to train the predictive model. Significantly enriched pathways with most number of query element found in ontology include development, immune response, cell adhesion, translation, signal transdaction, cytoskeleton remodeling, and transcription. 

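At 0.01 µM fenbuconazole, genes of glycolysis and of the response to low oxygen lay slightly above DMSO. All 15 measured genes of the glycolysis and hypoxia list had a positive log2 fold change, with a mean of 0.16. By limma's camera with its preset correlation between genes the list stood apart from other genes (adjusted p = 0.000783), but not with the estimated correlation (adjusted p = 0.169 with an estimated correlation). The list mean also lay above the same DMSO arrays at 0.01 µM 2,4-D. It fell with concentration for fenbuconazole, imazalil and 2,4-D (Spearman rho -0.543, -0.505 and -0.519). A response of these genes specific to 0.01 µM fenbuconazole was therefore not shown. All 7 metallothioneins, metal-binding proteins of the stress response, were positive, with a mean of 0.10 (camera adjusted p = 0.0731, and adjusted p = 0.169 with an estimated correlation).

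Lists of immune and inflammatory genes did not stand apart by camera. Of 11 acute phase genes, plasma proteins of inflammation made by the liver, 9 were positive (adjusted p = 0.522). Of 13 interferon response genes, 9 were positive (adjusted p = 0.529). Of 12 genes of the NF-kB and cytokine response, 7 were positive, with a mean of 0.03, while camera ranked the list downward (adjusted p = 0.833). Of 12 ribosomal proteins, the machinery of translation, 7 were positive (adjusted p = 0.838). The pathway enrichment in Supplemental Figure S8 was not analysed here.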

The pathway similarity index (PSI) between the was found to be 0.52.

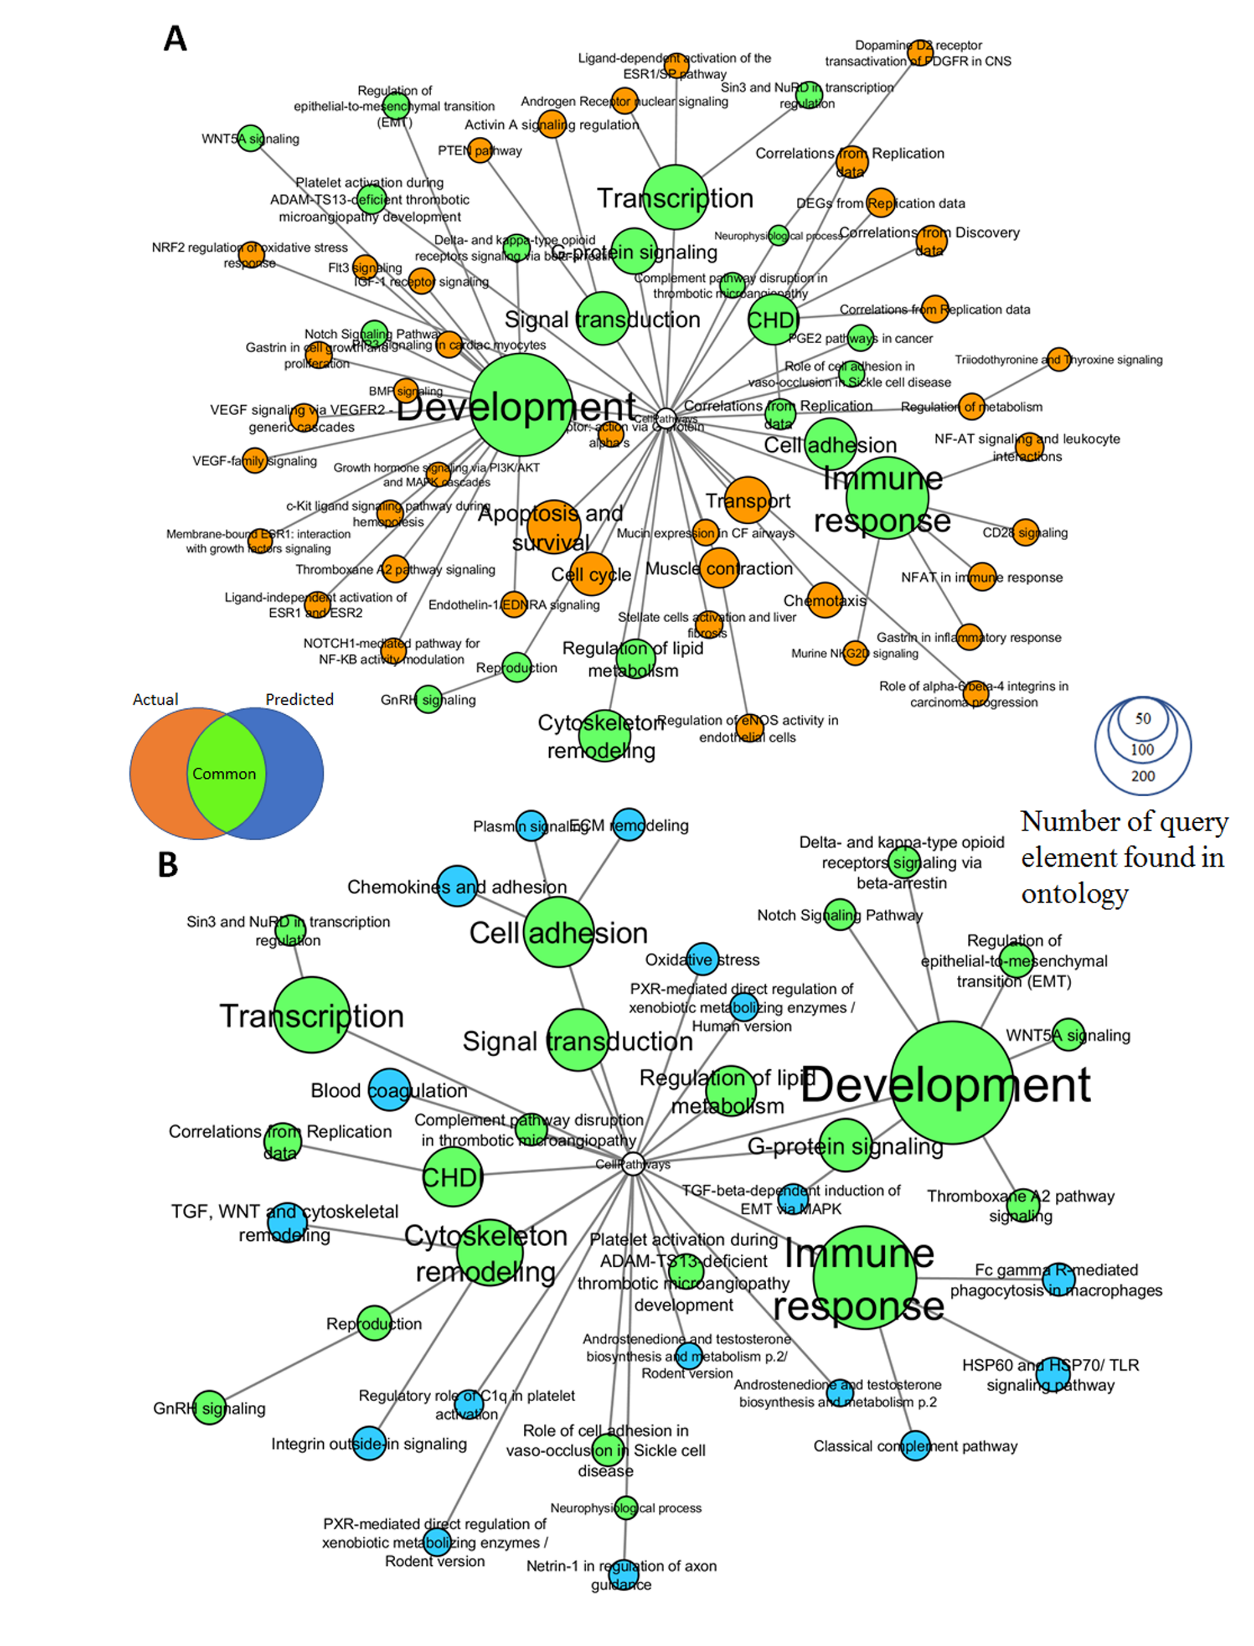

***Supplemental Figure S8:*** *Comparison of pathway enrichments generated from up & downregulated genes of (A) actual Affymetrix gene expression classes for HepaRG cell line in response to 0.01 µM fenbuconazole and (B) predicted Affymetrix gene expression classes where Genometry is used for training the model. All colored nodes are significant at an enrichment FDR<0.005 with a minimum of 5 query elements found in category elements. Ontologic enrichment of genes were performed against the public MetaCore Ontology and the enrichment was visualized. The predicted Affymetrix genes from Genometry provided a very similar enrichment profile as did the actual gene expression from the Affymetrix platform. Twenty-two (22) out of sixty-three (63) significantly enriched categories (shown in green) were common between actual and predicted gene expression classes (see the green nodes in the maps).*

Ontology enrichment of an example agrichemical (fenbuconazole) with well documented mode of action

The widely used crop fungicide, fenbuconazole is reported to have a phenobarbital-like Cyp450 induction response. Phenobarbital, a pharmaceutical agent used to control seizures, has a known primary cellular mode of action, targeting GABAA receptors in neural cells, and potentially blocking calcium ion pumps as well (ffrench-Mullen et al., 1993; Mathers et al., 2007). At high doses in rodents, phenobarbital activates the CAR-receptor leading to a series of cellular events that lead to hepatocyte proliferation, liver enlargement, and cancer on long-term exposures. These hepatic responses in rodents are of questionable relevance to humans (Elcombe et al., 2014). The Cyp450 induction seen with phenobarbital is related to its complex metabolism and relatively long half-life in the body (Waxman and Azaroff, 1992; Sergent et al., 2009; Zhu, 2010). Fenbuconazole, while also shows a broad suite of Cyp450 induction, has also been reported to cause increases in liver weights, centrilobular hepatocellular hypertrophy, hepatocellular vacuolation, cellular proliferation, alterations in triglyceride and cholesterol metabolism, and changes in cell cycle and mitotic functions (Waxman and Azaroff, 1992; Zhang et al., 2010; Zhu, 2010). Fenbuconazole is a demethylation inhibitor, and interrupts growth regulation in fungus infections of crops. While aspects of its cellular mode of action is similar to phenobarbital, its hepatocellular responses at the transcriptomic level are very broad, as indicated in our visual depiction of Reactome enrichment with differentially expressed genes (Supplemental Figure S9).

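After 24 h at 10 µM fenbuconazole, HepaRG cells had more mRNA of the P450 genes CYP1A1, CYP3A4 and CYP2B6 and of 17 of 20 measured cholesterol synthesis genes than DMSO-treated cells. Some other P450 genes, among them CYP4A11, fell, while others, among them CYP3A7, rose. CYP1A1, a P450 induced through AHR, rose by a log2 fold change of 2.35 (SE 0.20, adjusted p = 1.98e-08 from limma), from 2.84 ± 0.24 to 5.19 ± 0.63 (log2 expression, SD, n = 3 arrays). CYP3A4, the main drug-metabolizing P450 of the liver, rose by 2.23 (SE 0.16, adjusted p = 8.45e-10). CYP2B6, the P450 most closely tied to CAR, rose by 1.78 (SE 0.25, adjusted p = 8.98e-05). Of 16 measured CAR and PXR targets, 8 rose and 0 fell (11 and 0 adjusted over the list alone), and the list stood apart by camera (adjusted p = 4.19e-22, and adjusted p = 0.00101 with an estimated correlation). Of 8 AHR targets, 2 rose and 0 fell (3 and 0 adjusted over the list alone; camera adjusted p = 3.08e-06, and 0.00133 with an estimated correlation). The other was CYP1A2, at 1.2 (SE 0.25, adjusted p = 0.0117).

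These counts and some of the calls rest on all 3 replicates. CYP2B6 did not pass without replicate 1 (adjusted p = 0.0799) or replicate 3 (adjusted p = 0.0789), nor CYP1A2 without replicate 1 (adjusted p = 0.242) or replicate 2 (adjusted p = 0.751). Of the CAR and PXR targets, 3, 4 and 3 rose without replicates 1, 2 and 3, and 1 AHR target rose without replicate 1 or 2. The DMSO level of CYP1A1 is near the median of the arrays, so its fold change is poorly bounded. The probe sets of CYP3A4, CYP3A7 and CYP1A2 may also bind related transcripts, and 1 of the 4 CYP3A4 probe sets, at 0.10, did not pass. Of the 2 CYP1A2 probe sets only 1 passed, and the other was at 0.27. Of the 3 CYP4A11 probe sets only 1 passed, with values from -1.11 to -0.30.

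Of 20 measured genes of cholesterol synthesis and SREBP2 targets, 17 rose and 0 fell (18 and 0 adjusted over the list alone). All 20 had positive values, with a mean log2 fold change of 0.82 (95% interval 0.74 to 0.90; camera adjusted p = 2.01e-80, and 3.32e-09 with an estimated correlation). MVD, an enzyme of the mevalonate pathway, rose by 1.54 (SE 0.13, adjusted p = 1.59e-08). ACAT2, an acetoacetyl-CoA thiolase, rose by 1.30 (SE 0.10), HMGCS1, which makes HMG-CoA, by 1.28 (SE 0.11), and LSS, which closes the sterol rings, by 1.09 (SE 0.09). Without replicates 1, 2 and 3, 14, 13 and 16 members rose. The mean of this list was 0.15 at 3 µM (95% interval 0.07 to 0.23).

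Of 17 genes of fatty acid synthesis, 5 rose and 0 fell (8 and 1 adjusted over the list alone; camera adjusted p = 1.50e-11, and 4.28e-05 with an estimated correlation). They include ACSS2, an acetyl-CoA synthetase, at 1.23, ELOVL6, a fatty acid elongase, at 1.05, and ACLY, which makes cytosolic acetyl-CoA, at 0.80. FASN, the fatty acid synthase, rose by 0.73 but did not pass without replicate 2 (adjusted p = 0.945) or replicate 3 (adjusted p = 0.0621), nor as the mean of its 2 probe sets (0.43, adjusted p = 0.0633). Without replicate 2, 3 members of the list rose. Of 14 NRF2 targets, genes of the response to oxidative stress, 3 rose and 0 fell (6 and 0 adjusted over the list alone; camera adjusted p = 3.66e-09, and 0.00769 with an estimated correlation). Without replicate 1 or 2, 0 of these passed limma's test, and 1 did without replicate 3.

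Few PPARA targets passed, and no acute phase gene did without the replicate in the fit. Of 18 PPARA targets, 2 fell and 1 rose (5 and 1 adjusted over the list alone; camera adjusted p = 2.74e-05, and adjusted p = 0.0519 with an estimated correlation). CYP4A11, a P450 that hydroxylates fatty acids, fell by 1.11 (SE 0.14, adjusted p = 9.91e-06). The others were ANGPTL4, an inhibitor of lipoprotein lipase, at -0.60, and FABP1, a fatty acid carrier, at 0.41. Neither passed without any 1 of the replicates, with adjusted p from 0.0602 to 0.365 and from 0.186 to 0.597, nor FABP1 as the mean of its probe sets (adjusted p = 0.0643). TM6SF2, a membrane protein of lipoprotein export, fell by 1.12 (SE 0.12, adjusted p = 1.23e-06). Of 11 acute phase genes, 0 passed over all genes (0 rose and 3 fell adjusted over the list alone), and the list lay lower by camera (adjusted p = 0.000383, and 0.0372 with an estimated correlation). CRP, the C-reactive protein, at -1.09 (adjusted p = 0.129), passed with the replicate as a block (adjusted p = 0.0148). Of 25 cell cycle genes, 23 were positive and 1 rose (2 and 0 adjusted over the list alone; camera adjusted p = 5.84e-08, and adjusted p = 0.0787 with an estimated correlation). Without replicate 1, 2 or 3, 0 of them passed.

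Over all probe sets, 140 rose and 49 fell. Without replicate 1, 77 rose and 12 fell, without replicate 2, 62 and 2, without the treated array of replicate 2, 110 and 12, and with only the 6 arrays compared in the fit, 58 and 2. Most falls thus did not pass without replicate 1 or 2 or with only these 6 arrays. At each concentration up to 1 µM, 0 probe sets passed (at 0.1 µM 3516 had an unadjusted p under 0.05). From Reactome enrichment of differentially expressed genes (Supplemental Figure S9), the paper states that the hepatocellular transcript responses to fenbuconazole are very broad.

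**Figure D1:**
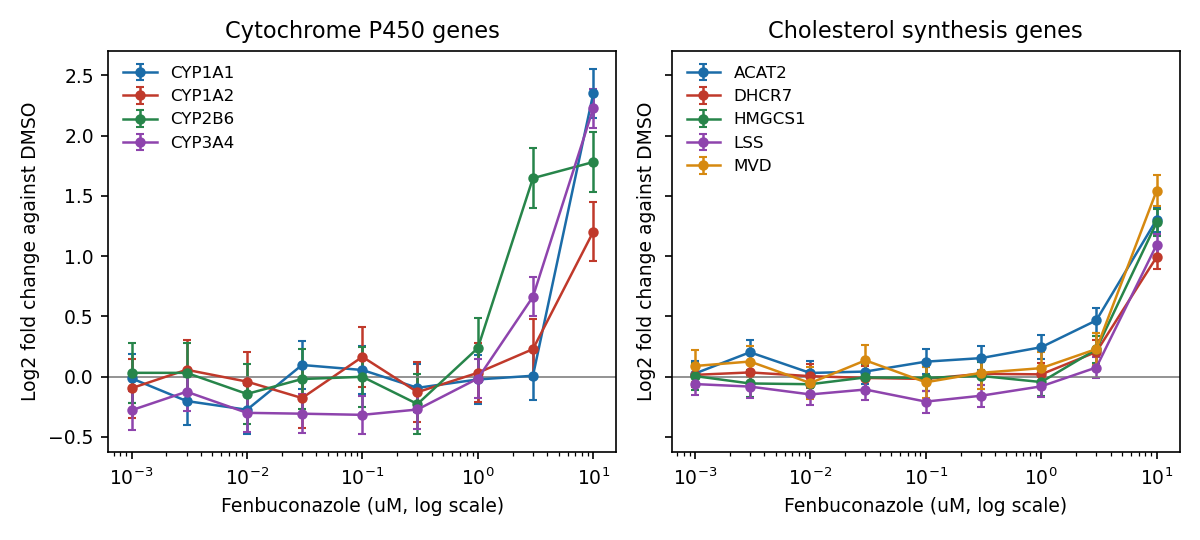
Log2 fold change against DMSO (y axis) at the 9 fenbuconazole concentrations (x axis, µM, log scale) for P450 genes (left) and cholesterol synthesis genes (right). Points are limma estimates from 3 arrays per concentration and bars are their standard errors, and the values of both groups lie highest at 10 µM.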

*Supplemental Figure S9: Reactome enrichment with up-regulated genes in HepaRG cells from the L1000 and Affymetrix experiments with exposure to Fenbuconazole. Genes used were statistically significant (FDR<0.05) for a dose dependent response across all concentrations and which were up-regulated by maximum observed fold change at any concentration. Nodes in red were enriched with genes from the L1000 data, those in green from the Affymetrix experiment and those in mustard were enriched with gene sets from both experiments.*

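Over all fenbuconazole concentrations, the genes with the smallest adjusted p in HepaRG cells included CYP3A genes, their neighbour ZSCAN25 and genes of sterol metabolism, and their largest change was at 10 µM. ZSCAN25, a zinc finger gene beside the CYP3A genes, had its largest log2 fold change at 2.34 (adjusted p = 3.60e-10 from limma's moderated F). CYP3A7, a P450 of the fetal liver, reached 1.83 (adjusted p = 3.60e-10). TMEM97, a sterol-regulated protein of the endoplasmic reticulum, reached 1.2 (adjusted p = 3.63e-09). TRIB3, a pseudokinase of the amino acid and endoplasmic reticulum stress response, reached 1.11 (adjusted p = 1.07e-08), and AP1M2, an adaptor subunit of epithelial cells, 1.08 (adjusted p = 1.35e-07). Of 18 genes of that stress response, TRIB3 was the only one to pass at 10 µM without the replicate in the fit. With the replicate as a block ATF4, a transcription factor of that response, also passed, at 0.35 (adjusted p = 0.157 without and 0.0119 with the block).

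By the moderated F over the 9 contrasts, 127 probe sets passed, 103 with their largest change upward and 24 downward (2415 at an unadjusted p under 0.05). With 1 probe set per gene, adjusted over 19774 genes, 55 genes passed upward and 21 downward. For 74 of these 76 genes the largest change was at 10 µM. Without replicates 1, 2 and 3, 46, 27 and 61 probe sets passed, 41, 27 and 58 of them upward. With a linear trend on log concentration in place of the F, 26 passed, and only 10 of these were upward. The CYP3A7 probe set may also bind transcripts of related CYP3A genes.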

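In HepaRG cells treated with 2,4-D, few genes passed a test at any concentration, yet the log2 fold changes of its concentrations correlated with each other about as those of the azoles did. By limma's moderated F over the 9 concentrations, 3 probe sets passed, each lower and with its largest change at 10 µM (3836 at an unadjusted p under 0.05). PLOD2, a lysyl hydroxylase of collagen, had its largest change at -0.47 (adjusted p = 0.00173), and CA12, a carbonic anhydrase, had -0.46 (adjusted p = 0.0320). The remaining 1 probe set had several symbols or none listed. With 1 probe set per gene, 0 of 19774 genes passed limma's moderated F, and the representative probe set of PLOD2 had its largest change upward, at 0.42 at 0.1 µM (adjusted p = 0.157). LYPD5, a cell surface protein, passed at 0.01 µM with -0.61 (adjusted p = 0.00595 over genes) and at 0.1 µM with -0.57 (adjusted p = 0.0222 over genes), and ZNF71, a zinc finger protein, at 3 µM with -0.89 (adjusted p = 0.0122 over probe sets). PLOD2, CA12, LYPD5 and ZNF71 were named after their values were seen. At 10 µM, 0 probe sets passed limma's moderated test (3035 at an unadjusted p under 0.05), and 0 members of the 28 gene lists did so over all genes. Adjusted over the list alone, 3 members of glycolysis and hypoxia, 2 of bile acid synthesis and transport, 2 of the mesenchymal markers, 1 of acute phase and 1 of the metallothioneins passed, all lower.

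With the replicate as a block, 24 probe sets passed the F, 10 of them with their largest change upward, and 3 passed at 10 µM. With limma-trend, 25 passed the F, 13 of them upward, and without replicate 1, 2 or 3, 0 passed the F. Without the treated array of replicate 1, 2 passed at 10 µM. LYPD5 did not pass without any 1 of the replicates, at 0.01 µM (adjusted p from 0.142 to 0.789) or at 0.1 µM (from 0.0692 to 0.9997). The mean Spearman correlation over the 36 pairs of 2,4-D concentrations was 0.529 (SD over pairs 0.123). In 100 simulated sets of unchanged groups against shared DMSO arrays it was 0.482 on average, from 0.219 to 0.736, and 27 were as high as the arrays. The mean covariance was 0.0130 against a simulated 0.0108, a difference of 0.00218, and 15 of 100 simulated sets were as high. With the 0.001 µM group as a separate reference, the mean correlation over 28 pairs was -0.00418, and any response that this group shares is removed with it. In the simulation with the replicate as a block, 26 sets had a correlation and 7 a covariance as high.

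**Figure D2:**
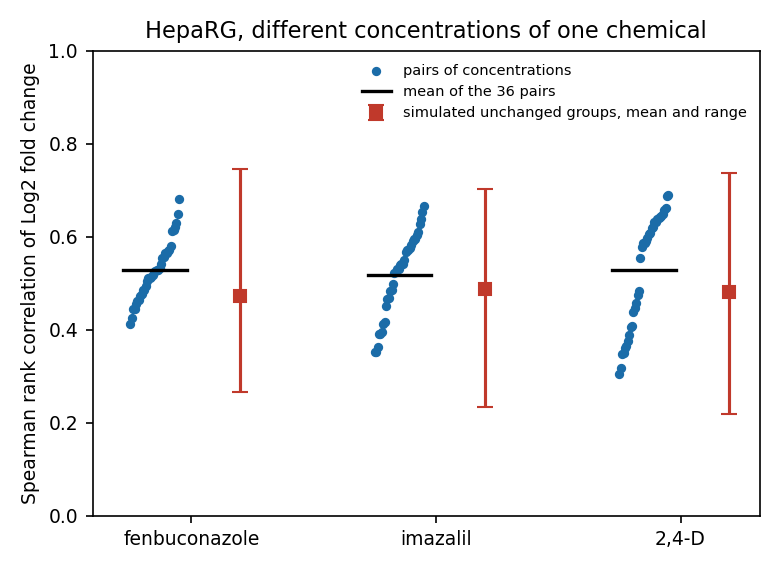
Spearman correlation of log2 fold change across probe sets (y axis) between pairs of concentrations of each chemical (x axis). Grey points are the 36 pairs per chemical, black lines their means, and red squares with bars the mean and range over 100 simulated sets of unchanged groups against shared DMSO arrays. For each chemical the mean of the arrays lies within the simulated range.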

Comparison of probe-wise correlation of the responses of same chemical across different cell lines in Affymetrix data.

**

*Supplemental Figure S10: Comparison of probe-wise correlation of the responses of HepaRG, MCF7 and A673 cells to various concentrations of fenbuconazole. Spearman rank correlation of Log_2_ fold change is indicated by color. Although the concentration responses to fenbuconazole within same cell line are correlative, they do not correlate across different cell lines. This shows that the measured values in Affymetrix data were not mere noise.*

**

*Supplemental Figure S11: Comparison of probe-wise correlation of the responses of HepaRG, MCF7 and A673 cells to various concentrations of imazalil. Spearman rank correlation of Log_2_ fold change is indicated by color. Although the concentration responses to imazalil within same cell line are correlative, they do not correlate across different cell lines. This shows that the measured values in Affymetrix data were not mere noise.*

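With imazalil and 1 probe set per gene, CYP2B6 was the only gene of HepaRG cells to pass at 1 µM, and further P450 genes rose at 3 µM. Over all probe sets 4 passed at 1 µM, among them another probe set of CYP3A4 at 0.68 (adjusted p = 0.0440) and 1 of BICD2, a motor adaptor named after its values were seen, at -1.06 (adjusted p = 0.0440). CYP2B6, induced through CAR and PXR, rose at 1 µM by a log2 fold change of 1.46 (SE 0.16, adjusted p = 3.93e-05 from limma) and at 3 µM by 3.33 (SE 0.16). CYP3A4, the main drug-metabolizing P450 of the liver, rose at 3 µM by 1.97 (SE 0.13, adjusted p = 9.09e-11), and CYP1A1, induced through AHR, by 1.73 (SE 0.26, adjusted p = 0.000925). CYP2A6, the P450 that metabolizes nicotine, rose by 1.17 (SE 0.12). In all, 11 genes passed at 3 µM, 10 higher and 1 lower, and 9 of them passed at 10 µM in the same direction. Of these 11, 8, 8 and 7 passed without replicates 1, 2 and 3, and the lower one in none of these fits. The replicate as a block raised the 11 to 17. At 10 µM CYP1A2, another AHR-induced P450, had risen by 3.57 (SE 0.23, adjusted p = 3.41e-11), and 118 genes were higher and 67 lower. Without replicates 1, 2 and 3 these numbers were 51 and 23, 32 and 12, and 37 and 25, and with the replicate as a block 157 and 121. Some other P450 genes fell, among them CYP2E1, which oxidizes ethanol, with its largest change of -0.92 at 10 µM (adjusted p = 4.05e-08 from limma's moderated F). Others rose at 10 µM, among them CYP3A7 by 2.29 and CYP3A43 by 2.21. These probe sets and that of CYP3A4 may also bind transcripts of related CYP3A genes, so separate induction of each was not shown. Of 3 CYP3A7 probe sets 2 passed at 10 µM, with values from 0.01 to 2.29. All 4 of CYP3A43 passed, from 1.51 to 2.21. At 3 µM another CYP3A7 probe set rose by 0.86, against 1.53.

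Below 1 µM, 0 probe sets passed limma's moderated test (4712 at an unadjusted p under 0.05 at 0.003 µM). Without replicate 1, CYP2B6 did not pass at 1 µM (adjusted p = 0.126) nor CYP1A1 at 3 µM (adjusted p = 0.177). The mean Spearman correlation over the 36 pairs of imazalil concentrations was 0.518 (SD over pairs 0.0890), from 0.353 between 0.003 and 3 µM to 0.665 between 0.01 and 0.3 µM. In 100 simulated sets of unchanged groups against shared DMSO arrays it was 0.487 on average, from 0.233 to 0.702, and 39 were as high as the arrays. The mean covariance was 0.0135 against a simulated 0.0125, a difference of 0.000958, and 35 of 100 simulated sets were as high. With the 0.001 µM group as a separate reference, the mean correlation over 28 pairs was -0.00609, and any response that this group shares is removed with it. In the simulation with the replicate as a block, 29 sets had a correlation and 13 a covariance as high. The other cell lines were not analysed here.

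**Figure D3:**
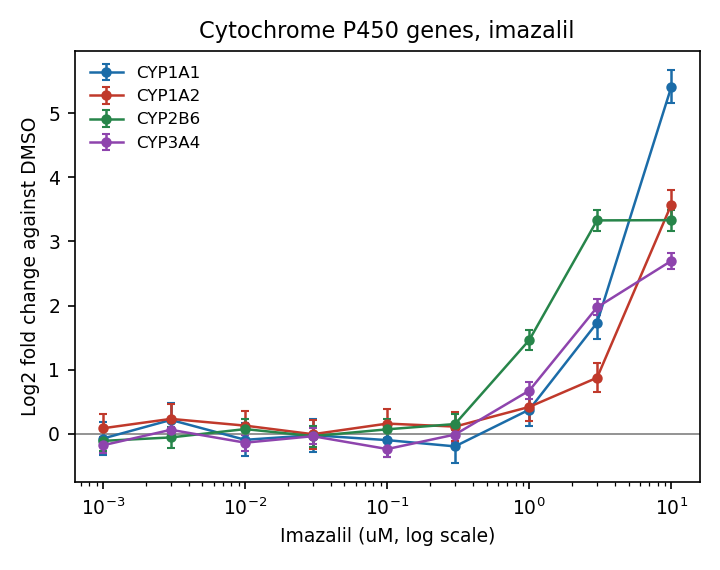
Log2 fold change against DMSO (y axis) at the 9 imazalil concentrations (x axis, µM, log scale) for CYP1A1, CYP1A2, CYP2B6 and CYP3A4. Points are limma estimates from 3 arrays per concentration and bars are their standard errors. With the 1 probe set per gene shown, CYP2B6 passed the test from 1 µM and CYP1A1 and CYP3A4 from 3 µM.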

**

***Supplemental Figure S12:*** *Comparison of probe-wise correlation of the responses of HepaRG, MCF7 and A673 cells to various concentrations of 2,4-dichlorophenonxyacetic acid. Spearman rank correlation of Log_2_ fold change is indicated by color. Although the concentration responses to 2,4-dichlorophenonxyacetic acid within same cell line are correlative, they do not correlate across different cell lines. This shows that the measured values in Affymetrix data were not mere noise.*

# References

Cristianini, N., and Shawe-Taylor, J. (2000). *An introduction to support Vector Machines: and other kernel-based learning methods.* Cambridge University Press.

Elcombe, C.R., Peffer, R.C., Wolf, D.C., Bailey, J., Bars, R., Bell, D., et al. (2014). Mode of action and human relevance analysis for nuclear receptor-mediated liver toxicity: A case study with phenobarbital as a model constitutive androstane receptor (CAR) activator. *Crit Rev Toxicol* 44(1)**,** 64-82. doi: 10.3109/10408444.2013.835786.

ffrench-Mullen, J.M., Barker, J.L., and Rogawski, M.A. (1993). Calcium current block by (-)-pentobarbital, phenobarbital, and CHEB but not (+)-pentobarbital in acutely isolated hippocampal CA1 neurons: comparison with effects on GABA-activated Cl- current. *J Neurosci* 13(8)**,** 3211-3221.

Irizarry, R.A., Hobbs, B., Collin, F., Beazer-Barclay, Y.D., Antonellis, K.J., Scherf, U., et al. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 4(2)**,** 249-264. doi: 10.1093/biostatistics/4.2.249.

Mathers, D.A., Wan, X., and Puil, E. (2007). Barbiturate activation and modulation of GABA(A) receptors in neocortex. *Neuropharmacology* 52(4)**,** 1160-1168. doi: 10.1016/j.neuropharm.2006.12.004.

Sergent, T., Dupont, I., Jassogne, C., Ribonnet, L., van der Heiden, E., Scippo, M.L., et al. (2009). CYP1A1 induction and CYP3A4 inhibition by the fungicide imazalil in the human intestinal Caco-2 cells-comparison with other conazole pesticides. *Toxicol Lett* 184(3)**,** 159-168. doi: 10.1016/j.toxlet.2008.11.009.

Smyth, G.K. (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* 3**,** Article3. doi: 10.2202/1544-6115.1027.

Smyth, G.K. (2005). "Limma: linear models for microarray data.," in *Bioinformatics and Computational Biology Solutions using R and Bioconductor,* ed. V.C. R. Gentleman, S. Dudoit, R. Irizarry, W. Huber (New York: Springer), 397-420.

Todeschini, R., Ballabio, D., and Grisoni, F. (2016). Beware of Unreliable Q2! A Comparative Study of Regression Metrics for Predictivity Assessment of QSAR Models. *Journal of Chemical Information and Modeling* 56(10)**,** 1905-1913. doi: 10.1021/acs.jcim.6b00277.

Waxman, D.J., and Azaroff, L. (1992). Phenobarbital induction of cytochrome P-450 gene expression. *Biochem J* 281 ( Pt 3)**,** 577-592.

Zhang, J.G., Ho, T., Callendrello, A.L., Crespi, C.L., and Stresser, D.M. (2010). A multi-endpoint evaluation of cytochrome P450 1A2, 2B6 and 3A4 induction response in human hepatocyte cultures after treatment with beta-naphthoflavone, phenobarbital and rifampicin. *Drug Metab Lett* 4(4)**,** 185-194.

Zhu, B.T. (2010). On the General Mechanism of Selective Induction of Cytochrome P450 Enzymes by Chemicals: Some Theoretical Considerations. *Expert opinion on drug metabolism & toxicology* 6(4)**,** 483-494. doi: 10.1517/17425250903578642.

How the deposited data were processed for this re-analysis (not part of the article)

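The processed values of 1 experiment were re-analysed: HepaRG cells exposed for 24 h to fenbuconazole, imazalil or 2,4-D at 9 concentrations, with 3 replicates per concentration and 3 common DMSO arrays, on Affymetrix HT HG-U133+ PM arrays. The deposited values are log2 expression after RMA by the authors, with no further centring of probe sets. The submitters' processing notes name RMA and Partek, and versions are not given in the sources used here. RMA was run separately for each chemical with the same 3 DMSO arrays, so the 9 DMSO columns among the 90 are 3 physical arrays. Fold changes within a chemical therefore used that chemical's own set, and comparisons between chemicals used the 81 treated columns after subtraction of the DMSO mean of each set. Array medians lay between 2.81 and 2.97. Arrays have no counting depth, so the number of arrays limits the precision. The TG-GATEs, L1000, MCF7 and A673 data were not analysed here.

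The fits used limma 3.58.1 and data.table 1.17.8 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The supplement names limma with eBayes, a generalized linear dose response model, a test of the overall response and 9 contrasts with vehicle by moderated t. Here group means were fitted to the 30 arrays of a set and each concentration was compared with DMSO. The moderated F over the 9 contrasts as the overall test is a choice made here, with a linear trend as an alternative. P values were adjusted by Benjamini-Hochberg at a false discovery rate of 0.05 over 54715 probe sets, or over 19774 genes where genes are named. A gene was represented by its single-symbol probe set with the highest mean over the arrays of the set. Symbols came from the platform annotation.

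The genes named at 10 µM and at 0.01 µM fenbuconazole were chosen by a rule. It takes the 10 largest rises and the 10 largest falls among genes past the threshold whose 3 treated arrays all lay on the same side of all 3 DMSO arrays, a separation that chance gives for 10% of genes. It also takes up to 4 members of each list with the smallest adjusted p, CYP1A1, CYP1A2, CYP2B6 and CYP3A4 in every comparison, and the 10 smallest adjusted p of the moderated F. Genes named from the concentrations between, and from counts of 5 or fewer, were named after their values were seen.

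The 28 gene lists are CAR and PXR targets, AHR targets, cholesterol synthesis and SREBP2 targets, fatty acid synthesis, PPARA targets and fatty acid oxidation, NRF2 targets, ER stress and amino acid response, heat shock, p53 targets, cell cycle, bile acid synthesis and transport, phase II conjugation, steroid metabolism, acute phase, NF-kB and cytokine response, interferon response, immediate early genes, metallothioneins, glycolysis and hypoxia, oxidative phosphorylation, ribosomal proteins, glucocorticoid receptor targets, complement and coagulation, and markers of hepatocytes, biliary epithelium, mesenchyme, endothelium and immune cells. They were tested with limma's camera with its preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the lists of each comparison.

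The supplement states that the replicates are independent experiments on independent batches of cells, and the P code of the sample labels was taken as that batch. Deviations from group means correlated within a P code at a mean r of 0.146, 0.139 and 0.183 for fenbuconazole, imazalil and 2,4-D, and between codes at -0.0728, -0.0692 and -0.0913. Of 30 arrays per set, 27, 24 and 29 correlated best with arrays of their own code. At 6 of the 9 concentrations of 2,4-D the replicate number in the titles differs from the P code in 2 or 3 of the 3 samples, and by that number the mean r was 0.00115 and 10 of 30 arrays correlated best with their own number. The 2,4-D samples at 0.001 and 0.003 µM in 1 batch carry the same sample code in their labels. Their columns are different arrays (r = 0.99605), and their concentrations were taken from title and label, which give the same value for each, but a slip in the labels of 1 of them stays possible. The 0.001 µM group is also the separate reference for 2,4-D. The fit without the replicate was fixed as the one reported before the data were examined. Calls with and without the block had been seen in 1 exploratory run before this check was recorded.

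Correlations between concentrations are Spearman correlations of log2 fold change across all probe sets. Their value under no effect was simulated in 100 sets of unchanged groups, made by resampling the deviations of all 30 arrays, with the DMSO arrays shared. Chance was also examined by 100 groupings of the 30 arrays for each moderated F, the real one and 99 random ones, again by 100 groupings within the P codes, added after the results were seen, and by all 10 splits of the 6 arrays of each comparison of a pair of groups. The regroupings were drawn again after other steps moved the random numbers, and neither draw was chosen for its outcome. Relations of a list mean to concentration were tested with 100000 permutations. For the glycolysis and hypoxia genes with 2,4-D, the test of the batch was first read from limma's moderated F with the block, and a permutation of concentrations within batches was put in its place after that result was seen. As the batches are balanced over the concentrations, neither tests the batch.

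The fits were tested on simulated data with 200 probe sets of 54715 changed by 0.5, 1 or 2 on the log2 scale. At 10 µM they recovered 149, 156 and 152 for fenbuconazole, imazalil and 2,4-D, with 8, 10 and 13 false calls. For the moderated F they recovered 138, 140 and 136, with 6, 9 and 4 false calls. For fenbuconazole against 2,4-D, 325 of 398 were recovered with 23 false calls. In all 7 of these, every change of 2 was recovered, and of changes of 0.5 between 16.4% and 51.5%. This simulation was revised after its output was seen. Its first version gave each set its own spread and its own DMSO deviations, and made 1351 calls outside the fenbuconazole changes, then the only ones counted as true, between fenbuconazole and 2,4-D, and 1183 outside all changes. The revised version uses 1 spread per probe set, shares the DMSO deviations as the arrays do and counts the 2,4-D changes as true, and no step of the analysis was changed for it. The simulation of genes shared by both azoles was also revised after its output was seen, and both versions are reported.

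The alternatives tried were the replicate as a block (by P code, and by title number for 2,4-D), removal of dim probe sets, limma-trend, array weights, arrays centred on their median, a linear trend on log concentration, a fit to only the groups compared, leaving out each replicate or each DMSO or treated array, 1 value per gene as the mean of its probe sets, Pearson correlation, a variance filter, 1 probe set per gene, a separate reference group, a log2 threshold of 0.2, the variance of group means, and for lists the estimated correlation and fry. Counts of list members, of genes at 3 and 10 µM and of genes shared by the azoles without each replicate, and calls below 10 µM, were added after the data were seen.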

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

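The tests of list means between the azoles, of the list mean over 2,4-D concentrations, and of each explanation for the cholesterol synthesis genes and for the glycolysis and hypoxia genes were chosen after the results were seen, and for the effect shared by the 3 chemicals also what it would show; the counts between chemicals, the imazalil comparison and the simulated correlations were set beforehand.

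The chemicals differed at 10 µM by a direct test of the difference with limma. Between fenbuconazole and imazalil 147 probe sets differed, 91 higher and 56 lower with fenbuconazole. This count was 81, 56 and 89 without replicates 1, 2 and 3, 70 without the treated arrays of replicate 2 and 95 without those of replicate 3. Between fenbuconazole and 2,4-D 195 differed, 153 higher and 42 lower with fenbuconazole, and 116 without replicate 2. Between imazalil and 2,4-D 213 differed, 136 higher and 77 lower with imazalil, and 322 with the replicate as a block. This count was 115, 102 and 88 without replicates 1, 2 and 3, and 109 and 117 without the treated arrays of replicates 1 and 3. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and the highest counts of the other splits were 37, 2 and 5. For fenbuconazole against imazalil the split with 37 does not part the arrays of each batch, and the splits that do gave at most 0. For fenbuconazole and imazalil against 2,4-D, the 2 and the 5 came from splits that do part them.

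Of the genes, 58 were higher and 49 lower with fenbuconazole than with imazalil, and some of them belong to the gene lists. The mean log2 difference, fenbuconazole minus imazalil, was -0.46 for CAR and PXR targets (95% interval -0.63 to -0.29; 5 of 16 lower, 0 higher) and -0.73 for AHR targets (-0.88 to -0.59; 3 of 8 lower, 0 higher). The median difference of the AHR targets was only -0.09, so their mean rests on CYP1A1 and CYP1A2. CYP1A1 was lower with fenbuconazole by a difference of -3.06 (SE 0.21, adjusted p = 1.42e-16), CYP1A2 by -2.37 (SE 0.24) and CYP2B6 by -1.55 (SE 0.20). For CYP3A4 the difference of -0.47 did not pass (95% interval -0.76 to -0.18, adjusted p = 0.187), so an equal response was not shown.

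The paper does not report genes that responded to imazalil in these arrays. At 10 µM 222 probe sets passed limma's test, 139 higher and 83 lower. This count was 87, 48 and 67 without replicates 1, 2 and 3, of which 57, 38 and 47 were higher. It was 123 without the treated array of replicate 1 or of replicate 2, 129 without DMSO replicate 2, and 47, 33 of them higher, with only the 6 arrays compared in the fit. CYP1A1 rose by a log2 fold change of 5.41 (SE 0.26, adjusted p = 5.84e-14), from 2.87 ± 0.28 to 8.28 ± 0.58 (SD, n = 3), where the DMSO level is near the array medians and the fold is poorly bounded.

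Genes of cholesterol synthesis were higher at 10 µM fenbuconazole than at 10 µM imazalil by a mean log2 difference of 0.55 (95% interval 0.48 to 0.63), with 16 of 20 measured members higher and 0 lower, among them MVD by 1.08 (SE 0.12) and SQLE by 0.63 (SE 0.06). The tables argue against RNA quality, since the difference was 0.546 (95% interval 0.477 to 0.615) with the 3' minus 5' values of GAPDH and ACTB as covariates, and against a single replicate, since the lowest difference with 1 replicate left out was 0.534. They also argue against the separate normalization, since the list mean of the same DMSO arrays differed by 0.0103 between the sets. The list mean was 0.151 at 3 µM fenbuconazole (95% interval 0.070 to 0.233) and 0.82 at 10 µM, as a response that grows with concentration would give. A stronger response of this pathway to fenbuconazole is therefore a hypothesis, found and tested on the same arrays, and an effect of plate position was not tested.

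The concentrations of 1 chemical correlated with each other for each chemical, 2,4-D included. Shared DMSO arrays are a candidate explanation: 23, 39 and 27 of 100 simulated sets of unchanged groups had a mean correlation as high as fenbuconazole, imazalil and 2,4-D. A response common to the concentrations stays open, since 25, 35 and 15 of 100 simulated sets had a covariance as high, which neither excludes nor requires it. With the replicate as a block in the simulation, 28, 13 and 7 sets had a covariance as high. The differences in covariance were then 0.00188, 0.00306 and 0.00397 for fenbuconazole, imazalil and 2,4-D.

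The mean of 15 glycolysis and hypoxia genes differed between 2,4-D concentrations (adjusted p = 0.000465 from limma's moderated F over lists), from 0.18 at 0.01 µM to -0.12 at 10 µM against DMSO. Each concentration and DMSO hold 1 array of each replicate batch, so the F with the P code as a block (permutation p = 9.00e-05 with concentrations permuted within each batch) could not have come out for the batch and excludes nothing about it. The list mean fell with 2,4-D concentration over 27 treated arrays (Spearman rho -0.519, permutation p = 0.00612, adjusted p = 0.00833, and Pearson r -0.616, permutation p = 0.000500). Within the 3 batches of 9 arrays rho was -0.767, -0.500 and -0.367. The list mean fell likewise with fenbuconazole (rho -0.543, permutation p = 0.00386, and r -0.541, permutation p = 0.00239), with rho -0.817, -0.567 and -0.367 within batches. With imazalil it also fell (rho -0.505, permutation p = 0.00833, and r -0.527, permutation p = 0.00261), with rho -0.600, -0.400 and -0.333 within batches. These are 3 relations in all. Without 2 of the arrays farthest from the median concentration r was -0.674, -0.556 and -0.453 for 2,4-D, fenbuconazole and imazalil. More than 2 arrays lie equally far, so these values do not test the influence of the extreme concentrations. A response to 2,4-D, an effect of handling or array position shared by the 3 chemicals, and a batch effect that differs between concentrations may each account for the fall with 2,4-D. The arrays do not separate them. By the moderated F over lists, PPARA targets, bile acid genes, metallothioneins and hepatocyte markers also differed with 2,4-D (adjusted p = 0.0199 each). With the P code as a block these lists still passed the F. CAR and PXR targets (adjusted p = 0.00315), cell cycle (0.00625), interferon response (0.00958) and mesenchymal markers (0.0248) then passed as well. So did immune cell markers (0.0428), AHR targets (0.0437), acute phase (0.0437) and cholesterol synthesis (0.0472). The relation of all these lists to the glycolysis and hypoxia genes was not tested.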

How the results depend on the processing

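Of 191 alternatives tried on 16 results, 123 left the result within the limits set for it, 66 moved it and 2, the separate reference for imazalil and 2,4-D, turned a sign. For gene lists 119 of 172 alternatives kept the call, 41 ended it and 12 added one. For named genes 2223 of 2355 kept the call, 109 ended it, 23 added one and 0 turned a called direction. With a replicate left out fewer arrays remain, which by itself lowers the number of calls; for other changes the cause was not tested. Members of lists and genes below 10 µM without each replicate were added after the data were seen: 35 of 81 list counts stayed within 1.5 times, and 26 of 45 gene calls were kept.

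With each replicate, DMSO array or treated array left out in turn, counts of probe sets ranged as follows: fenbuconazole overall 27 to 130, imazalil overall 34 to 127, 2,4-D overall 0 to 4, fenbuconazole 10 µM 64 to 209, imazalil 10 µM 48 to 214, 2,4-D 10 µM 0 to 2, fenbuconazole against imazalil 56 to 98, fenbuconazole against 2,4-D 116 to 162, and imazalil against 2,4-D 88 to 165. The mean correlations ranged from 0.427 to 0.677 for fenbuconazole, 0.414 to 0.675 for imazalil and 0.426 to 0.677 for 2,4-D, the share of probe sets outside 0.1 from 47.2% to 57.1%, and the mean variance from 0.0119 to 0.0175.

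With the replicate block, where the P code pairs the arrays, imazalil overall rose from 117 to 192 probe sets, 2,4-D overall from 3 to 24, 2,4-D 10 µM from 0 to 3 and imazalil against 2,4-D from 213 to 322. By title number 2,4-D overall gave 1. Among lists the block added 4 calls by camera's preset correlation, all downward: glycolysis and hypoxia (adjusted p = 0.0450) and mesenchymal markers (adjusted p = 0.0450) at 10 µM fenbuconazole, immediate early genes (adjusted p = 0.00758) at 10 µM imazalil, and bile acid synthesis and transport (adjusted p = 0.0385) at 10 µM 2,4-D. Upward calls were 93 of the 192 and 10 of the 24. The block added calls of ATF4, CRP, CYP8B1, DCN, HSD11B1, SLC10A1 and TSC22D3 at 10 µM fenbuconazole. At 10 µM imazalil it added calls of ARG1, C8A, CXCL2, DCN, FASN, GDF15 and SGK1. It ended no call of a list or named gene, and moved no other probe set total of the 16 results by over 1.5 times. Some counts of genes moved by more: at 3 µM from 1 to 3 with fenbuconazole and from 11 to 17 with imazalil. Lower genes at 10 µM went from 38 to 61 and from 67 to 121, and those shared by both azoles from 20 to 31.

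Limma-trend gave 186 for imazalil overall (99 upward), 25 for 2,4-D overall (13 upward) and 2 for 2,4-D 10 µM. A linear trend gave 26, 232 and 5 for the overall results of fenbuconazole, imazalil and 2,4-D, of which 10, 96 and 0 were upward. Array weights gave 1 for 2,4-D overall, centring of the arrays 5, of which 2 were upward against 0 of 3, and removal of dim probe sets 2 for 2,4-D 10 µM and a mean variance of 0.0140. With only the groups compared in the fit, 60 and 47 probe sets passed at 10 µM fenbuconazole and imazalil. A separate reference gave mean correlations of 0.0635 for fenbuconazole, -0.00609 for imazalil and -0.00418 for 2,4-D. A threshold of 0.2 left 17.7% of probe sets outside it. With an estimated correlation 12 list calls remained of 34, 11 of them upward. Signal near the background limits fold changes of genes such as CYP1A1, whose DMSO level lies near the array medians.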

Other observations

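The comparison of genes called with both azoles, its simulation and the groupings within batches were chosen after the results were seen; the other values in this part come from comparisons set beforehand.

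At 10 µM imazalil, which the paper does not discuss by gene, HepaRG cells had more mRNA of 12 of 16 measured CAR and PXR targets. Of the 16, 14 were positive, 12 rose and 0 fell (12 and 0 adjusted over the list alone; camera adjusted p = 7.76e-47, and 7.15e-06 with an estimated correlation). CYP2B6 and CYP3A4, P450 enzymes of drug metabolism, rose by 3.33 (SE 0.16, adjusted p = 9.03e-14) and 2.70 (SE 0.13, adjusted p = 5.84e-14). The CYP3A4 probe set may also bind transcripts of related CYP3A genes. ALAS1, the first enzyme of heme synthesis, rose by 1.24 (SE 0.09, adjusted p = 1.37e-09), and ABCG2, a drug efflux pump, by 1.33 (SE 0.19, adjusted p = 0.000103). Of 8 AHR targets 3 rose (3 adjusted over the list alone; adjusted p = 0.000177 with an estimated correlation): CYP1A1, CYP1A2 and ALDH3A1, an aldehyde dehydrogenase, at 0.55. ALDH3A1 did not pass without replicate 2 (adjusted p = 0.635) or replicate 3 (adjusted p = 0.140), and 2 AHR targets then rose.

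Of 20 cholesterol synthesis genes, all were positive at 10 µM imazalil and 5 rose (12 adjusted over the list alone; camera adjusted p = 1.64e-14, and 0.000434 with an estimated correlation). Without replicates 1, 2 and 3, 1, 0 and 0 rose. Of 14 NRF2 targets 5 rose (7 adjusted over the list alone; adjusted p = 0.00191 with an estimated correlation), among them SLC7A11, the cystine transporter, at 0.84 (adjusted p = 2.09e-05), and 4, 1 and 2 rose without replicates 1, 2 and 3. Of 17 fatty acid synthesis genes 1 rose, ACSS2 at 0.48 (3 and 0 adjusted over the list alone; adjusted p = 0.0148 with an estimated correlation), and 0 without any 1 of the replicates. With the replicate as a block FASN, the fatty acid synthase, also passed, at 0.37 (adjusted p = 0.224 without and 0.0327 with the block). All 11 oxidative phosphorylation genes were positive and 0 passed limma's test alone (adjusted p = 0.0320 with an estimated correlation). Of 25 cell cycle genes 24 were positive and 1 rose (3 adjusted over the list alone; camera adjusted p = 1.42e-06, and adjusted p = 0.0759 with an estimated correlation), BUB1B at 0.39, which did not pass without any 1 of the replicates (adjusted p from 0.114 to 0.626).

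Some genes of metabolic enzymes fell at 10 µM imazalil. CYP4A11 and CYP4A22, P450 fatty acid hydroxylases, fell by 1.48 (SE 0.15, adjusted p = 2.52e-07) and 1.38 (SE 0.19), ADH1A, an alcohol dehydrogenase, by 1.35 (SE 0.16, adjusted p = 6.58e-06) and HSD3B1, a steroid dehydrogenase, by 0.90 (SE 0.14, adjusted p = 0.000327). Of 21 hepatocyte markers 2 fell, AHSG, a plasma glycoprotein, at -1.26 and G6PC1, an enzyme of glucose release, at -1.14 (1 rose and 2 fell adjusted over the list alone; camera adjusted p = 0.000643, and adjusted p = 0.200 with an estimated correlation). Without replicate 2 neither AHSG (adjusted p = 0.0748) nor G6PC1 (adjusted p = 0.354) passed. Of 18 PPARA targets 1 fell, CYP4A11 (1 rose and 2 fell adjusted over the list alone; camera adjusted p = 0.0157, and adjusted p = 0.154 with an estimated correlation). Of 18 bile acid genes 3 fell (1 rose and 3 fell adjusted over the list alone; camera adjusted p = 0.0288, and adjusted p = 0.190 with an estimated correlation), and 0, 0 and 1 fell without replicates 1, 2 and 3, while 1 rose without replicate 2.

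Markers of other cell types also moved at 10 µM imazalil. SPP1, osteopontin, a biliary marker, rose by 0.86 (SE 0.10, adjusted p = 9.99e-06), as the only 1 of 11 biliary markers, and CD14, an innate immune receptor that hepatocytes also express, by 0.88 (SE 0.09, adjusted p = 7.01e-07), as the only 1 of 10 immune cell markers. COL3A1, a collagen, fell by 0.82, as the only 1 of 13 mesenchymal markers, and did not pass without replicate 3 (adjusted p = 0.0719). As the mean of its 5 probe sets COL3A1 was at -0.27 (adjusted p = 0.188). With the replicate as a block DCN, the matrix protein decorin, also passed, at -0.49 (adjusted p = 0.407 without and 0.0317 with the block). Neither list of biliary or mesenchymal markers stood apart with an estimated correlation (adjusted p = 0.172 and adjusted p = 0.129), nor did immune cell markers (adjusted p = 0.789) or 10 endothelial markers (adjusted p = 0.440).

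Apart from fatty acid synthesis and oxidative phosphorylation, the lists with 1 or 0 members past limma's test at 10 µM imazalil did not stand apart with an estimated correlation. Those not given above are ER stress and amino acid response (adjusted p = 0.570), heat shock (0.570), p53 targets (0.731), phase II conjugation (0.425), steroid metabolism (0.745), acute phase (0.154), NF-kB and cytokine response (0.424), interferon response (0.212), immediate early genes (0.745), metallothioneins (0.745), glycolysis and hypoxia (0.142), ribosomal proteins (0.948), glucocorticoid receptor targets (0.463) and complement and coagulation (0.196). At 10 µM fenbuconazole, lists that also did not stand apart with an estimated correlation were bile acid synthesis and transport (adjusted p = 0.0570 with an estimated correlation; 0 rose and 5 fell adjusted over the list alone), complement and coagulation (0.130), hepatocyte markers (0.425; 2 of 21 fell, and 0, 0 and 1 without replicates 1, 2 and 3), biliary epithelial markers (0.225; 1 of 11 rose, and 0 without any 1 of the replicates) and glycolysis and hypoxia (0.330; 1 of 15 rose, and 0 without any 1 of the replicates). At 10 µM 2,4-D camera's preset correlation gave calls that did not hold with an estimated correlation, for CAR and PXR targets (adjusted p = 0.480), fatty acid synthesis (0.137), cell cycle (0.245), metallothioneins (0.137), glycolysis and hypoxia (0.137) and mesenchymal markers (0.245).

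At 10 µM both azoles called 51 of the same genes, all in the same direction: 31 higher, of 89 and 118, and 20 lower, of 38 and 67. Without replicates 1, 2 and 3, 12, 9 and 10 higher and 4, 1 and 9 lower genes were shared, and with the replicate as a block, 36 and 31. Independent lists would share 0.531 and 0.129 genes. In 100 simulated pairs of unchanged groups against shared DMSO arrays, with the DMSO deviations drawn from all 30 arrays, 0 genes were shared. In a first version, with the DMSO deviations drawn from the 3 DMSO arrays alone, a mean of 25.8 higher and 25.8 lower genes were shared, at most 459 and 431, with any in 11 of 100 pairs. The shared genes of the first version came from only 11 of its 100 pairs. These versions differ, so they do not settle whether part of the excess comes from the shared DMSO arrays. For the correlations between fenbuconazole concentrations, 23 of 100 simulated sets with shared DMSO arrays were as high.

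For the overall dose responses, 100 groupings of the arrays were drawn over all 30 arrays and 100 within the replicate batches, the real one included. By both, the share of groupings with as many probe sets as the real one was under 0.05 for fenbuconazole and for imazalil. The real counts were 127 for fenbuconazole (highest other 3 over all arrays and 112 within batches) and 117 for imazalil (highest other 239 and 1). Over all arrays 1 and 2 groupings gave as many, and within batches 1 and 1. For 2,4-D 3 groupings gave as many as the real 3 by either way (highest other 3 and 26), a share under 0.05, yet its count was 0 without any 1 of the replicates. With the replicate as a block it was 24, which 2 of 100 groupings within batches reached (highest other 122). The highest values over all arrays differed much between the 2 draws made. Which arrays fell together in the groupings with 239, 112, 26 and 122 was not examined. Their counts therefore do not separate concentration from another structure among the arrays. For single concentrations the 10 splits are too few for a share under 0.05: the real counts were 189 at 10 µM fenbuconazole (highest other 3), 222 at 10 µM imazalil (highest other 0), 0 at 10 µM 2,4-D (highest other 181) and 0 at 0.01 µM fenbuconazole (highest other 1). For 2,4-D the split with 181 does not part the arrays of each batch, the splits that do gave at most 15, and with the replicate as a block the real split gave 3. The cause of the 181 calls was not tested.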
